# Brown adipose tissue CoQ deficiency activates the integrated stress response and FGF21-dependent mitohormesis

**DOI:** 10.1038/s44318-023-00008-x

**Published:** 2024-01-11

**Authors:** Ching-Fang Chang, Amanda L Gunawan, Irene Liparulo, Peter-James H Zushin, Kaitlyn Vitangcol, Greg A Timblin, Kaoru Saijo, Biao Wang, Güneş Parlakgül, Ana Paula Arruda, Andreas Stahl

**Keywords:** Coenzyme Q, Brown Adipose Tissue, Mitochondrial Unfolded Protein Response, FGF21, Mitohormesis, Metabolism

## Abstract

Coenzyme Q (CoQ) is essential for mitochondrial respiration and required for thermogenic activity in brown adipose tissues (BAT). CoQ deficiency leads to a wide range of pathological manifestations, but mechanistic consequences of CoQ deficiency in specific tissues, such as BAT, remain poorly understood. Here, we show that pharmacological or genetic CoQ deficiency in BAT leads to stress signals causing accumulation of cytosolic mitochondrial RNAs and activation of the eIF2α kinase PKR, resulting in activation of the integrated stress response (ISR) with suppression of UCP1 but induction of FGF21 expression. Strikingly, despite diminished UCP1 levels, BAT CoQ deficiency displays increased whole-body metabolic rates at room temperature and thermoneutrality resulting in decreased weight gain on high-fat diets (HFD). In line with enhanced metabolic rates, BAT and inguinal white adipose tissue (iWAT) interorgan crosstalk caused increased browning of iWAT in BAT-specific CoQ deficient animals. This mitohormesis-like effect depends on the ATF4-FGF21 axis and BAT-secreted FGF21, revealing an unexpected role for CoQ in the modulation of whole-body energy expenditure with wide-ranging implications for primary and secondary CoQ deficiencies.

## Synopsis

How changes in levels of mitochondrial electron transport chain component coenzyme Q (CoQ) affects systemic metabolism remains poorly understood. Here CoQ deficiency in brown adipose tissue (BAT) is shown to activate mitochondrial stress signaling, white adipose tissue browning and whole-body respiration.

- Depletion of CoQ in BAT triggers the mitochondrial unfolded protein response and integrated stress response.
- BAT CoQ deficiency results in cytosolic accumulation of mitochondrial RNA, leading to PKR activation, ATF4 induction and, as a result, UCP1 suppression.
- FGF21 secretion from CoQ-deficient BAT influences whole-body metabolism, culminating in the metabolic remodeling of inguinal white adipose tissue.
- The ATF4-FGF21 axis in BAT elicits mitohormetic protective responses in peripheral tissues and metabolic adaptation to BAT CoQ deficiency.

## Abstract (web summary)

Adipose tissue browning and enhanced whole-body respiration are systemic consequences of coenzyme Q depletion and resulting mitochondrial stress signaling.

## Introduction

Coenzyme Q (CoQ) is a component of oxidative phosphorylation (OXPHOS) in the mitochondria and is responsible for carrying electrons from multiple entry points to Complex III. It is also the only known endogenously synthesized lipid-soluble antioxidant, protecting cellular lipids, proteins and DNA from oxidative events (Littarru and Tiano, 2010). While the functions of CoQ in the mitochondrial electron transport chain are well explored, a plethora of basic questions about CoQ physiology such as its transport (Anderson et al, 2015; Deshwal et al, 2023), inter-organellar distribution, participation in redox reactions outside of mitochondria (Bersuker et al, 2019), and roles in mitochondrial to nuclear communications are still not fully answered (Guerra and Pagliarini, 2023).

Given the remarkable biochemical properties of CoQ and its ubiquitarian distribution throughout the cell, CoQ deficiency has been associated with multiple human pathologies (Stefely and Pagliarini, 2017). Primary CoQ deficiencies result from mutations in genes involved in CoQ10 biosynthesis. Secondary CoQ deficiency has been frequently detected in mitochondrial disorders, such as patients with mitochondrial DNA depletion syndromes (Montero et al, 2013) and also can be linked to hydroxymethylglutaryl coenzyme A (HMG-CoA) reductase inhibitors, such as statins, which are commonly used in the treatment of hypercholesterolemia (Hargreaves, 2003). In fact, CoQ deficiency commonly affects organs rich in mitochondria and with high energy demand (Stefely and Pagliarini, 2017) and our past studies have revealed brown adipose tissue (BAT) as a mitochondria-rich tissue that is affected by CoQ deficiency.

Despite this, CoQ’s multifaceted roles in mammalian metabolism regulation and its engagement in highly metabolic tissue, such as BAT, remain elusive. BAT exhibits a multilocular lipid droplet morphology and densely packed mitochondria (Enerback, 2010; Rosen and Spiegelman, 2014). Furthermore, BAT has increasingly drawn much attention due to its high metabolic activity and its ability to perform thermogenesis through the actions of uncoupling protein 1 (UCP1), which is able to dissipate energy in the form of heat independent of ATP production. BAT has also been recognized as a secretory organ (Cypess, 2022). More than a decade after the discovery of BAT as a functional and secretory tissue in adult humans, there is emerging evidence suggesting BAT as a promising therapeutic target for treating various metabolic diseases and its comorbidities (Cypess et al, 2009; Cypess and Kahn, 2010). Therefore, tremendous efforts are carried out to elucidate mechanisms regulating BAT mitochondrial activity and its secretory function.

As approximately 99% of mitochondrial proteins are encoded in the nucleus, coordination of mitochondrial function and nuclear gene transcription are critical for cellular homeostasis (Quiros et al, 2017). The mitochondrial unfolded protein response (UPR^mt^) can be triggered by different events such as improper mitochondrial protein import capacity (Nargund et al, 2012), accumulation of unfolded proteins (Rolland et al, 2019; Pimenta De Castro et al, 2012), inhibition of mitochondrial chaperones or proteases (Rolland et al, 2019), and the increase of reactive oxygen species (ROS) levels, as well as OxPhos impairment (Qureshi et al, 2017). This evolutionarily conserved response, has been extensively studied in yeast and C.elegans (Pimenta De Castro et al, 2012; Bennett and Kaeberlein, 2014), whereas components of ISR in mammals are not yet fully dissected (Tran and Van Aken, 2020). ISR has been evaluated as an essential element to UPR^mt^ activation via selective translation of transcription factors, such as ATF4, ATF5 and DNA-damage-inducible transcript 3 (CHOP), and attenuation of global protein synthesis by activation of eukaryotic translation initiation factor 2 (eIF2) complex subunit 2α (eIF2α; Anderson and Haynes, 2020; Forsstrom et al, 2019; Ost et al, 2020). Previous studies intriguingly show that ISR plays a more important role in mammals than in *C. elegans* (Anderson and Haynes, 2020) in response to mitochondrial dysfunction.

Although UPR^mt^’s roles and implications in different diseases are still unclear, activation of adaptive responses to mitochondrial stress can induce metabolic benefits (Yi et al, 2018) and promote longevity (Merkwirth et al, 2016; Nargund et al, 2012), in a process termed mitohormesis (Yun and Finkel, 2014). Interestingly, perturbing mitochondrial functions in the central nervous system, intestine, or muscle cells has been shown to trigger a systemic hormetic response and increase lifespan in *C. elegans* and *D. melanogaster* (Bar‐Ziv et al, 2020; Durieux et al, 2011; Owusu-Ansah et al, 2013). Key players in this mitochondrial propagation signaling, are mitokines such as FGF21, which can impact distant tissues and cause a global metabolic response (Salminen et al, 2017; Tezze et al, 2019). Emerging evidence suggests that the UPR^mt^/ISR plays a crucial role in allowing cells to adapt and survive in the face of mitochondrial dysfunction (Kim and Sieburth, 2020).

We previously showed that BAT CoQ uptake hinges on the scavenger receptor CD36, revealing that the absence of CD36 leads to cold-intolerance (Anderson et al, 2015), emphasizing the significance of CoQ in BAT and thermogenesis. We also uncovered an unexpected role for CoQ in the transcriptional regulation of pivotal thermogenic genes like UCP1, affecting uncoupled respiration and leading to a rise in the inner mitochondrial membrane potential and a decline in ADP/ATP ratios (Chang et al, 2022). These insights prompted us to delve deeper into the effects of CoQ deficiency in BAT. In this study, we report that a BAT-specific upregulation of ISR, induced by CoQ deficiency, unexpectedly resulted in an FGF21-dependent increase in whole-body metabolism. This occurred despite the downregulation of UCP1 expression and resulted in decreased susceptibility to diet-induced obesity. Further, we identified an interplay between BAT and peripheral tissues, such as iWAT, during BAT dysfunction. This interaction culminated in a mitohormetic effect, offering metabolic benefits.

### BAT CoQ deficiency activates ISR and UPR^mt^

We previously found that CoQ deficiency in brown adipose tissue resulted in lower oxygen consumption rates due to suppression of uncoupling protein 1 (UCP1) expression (Chang et al, 2022). To further define the transcriptional signature of CoQ deficiency, we performed RNA sequencing (RNAseq) analysis of mature brown adipocytes treated with 4-chlorobenzoic acid (4CBA), a polyprenyl-diphosphate:4-HB transferase (COQ2) inhibitor to block CoQ biosynthesis, or vehicle for 24 h. 

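RNA sequencing values were analysed from 6 libraries of murine brown adipocytes, 3 from vehicle-treated cells (CTL) and 3 from cells treated with 4 mM 4CBA. The cells are an immortalized line of brown preadipocytes that become lipid-storing adipocytes expressing UCP1 when differentiated in culture. The paper gives a treatment of 24 h, whereas the sample labels and the deposited tables give 48 h, and which of these times the 6 libraries hold was not settled here. The paper's methods say that independent replicates were pooled to generate total RNA and the legend of Fig. 1C counts independent experiments, so the p-values below measure the spread between these libraries, which may be technical. The authors mapped the reads with STAR to the mouse genome build mm10 and counted reads in exons with HOMER, keeping 1 RefSeq isoform per gene. They deposited the result as RPKM (reads scaled for exon length and for depth), together with log2 values and their DESeq2 comparison of the same libraries. Depth was estimated from low RPKM values, which move in steps of single reads, as 12300000, 12000000 and 9420000 reads in CTL replicates 1, 2 and 3 and as 11500000, 10800000 and 10800000 reads in 4CBA replicates 1, 2 and 3. At the median of these depths, 1 read in a transcript of 2000 bases is worth an RPKM of 0.0447.

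Log2 fold changes were computed on log2(RPKM + 1), a scale that understates the change of low genes. They cover the 12659 genes with an RPKM of at least 0.5 in at least 3 libraries and were tested with limma. A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. For single genes, folds are instead ratios of mean RPKM with nothing added, which can come out large when a group is near 0. A set of 40 gene lists and the rule for the genes named in the text were fixed before the data were examined, except that values in the paper's own figures had been seen. Of these lists, 38 had enough measured genes for camera, a test in limma of whether a list moves apart from the other genes, and 25 passed it at a preset correlation between genes of 0.01. With an estimated correlation in camera 0 lists passed (lowest adjusted p = 0.206), although 7 were at an unadjusted p under 0.05. The fry test of limma, which asks whether the genes of a list move on balance one way without comparing them with other genes, called 33 lists. Gene positions are those of the GENCODE annotation of GRCm38, the assembly of mm10.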

Analysis of the predicted subcellular locations of the top 50 upregulated and top 50 downregulated genes revealed that 4CBA treatment affected proteins in multiple organelles. 

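The genes that changed most under 4CBA encode proteins of many compartments. Car6, a secreted carbonic anhydrase on chromosome 4 from 150187015 to 150201332, rose from an RPKM of 0.863 ± 0.0896 (SD, n = 3 libraries) in CTL to 102 ± 8.29 (SD, n = 3) in 4CBA. Scd3, a stearoyl-CoA desaturase of the endoplasmic reticulum, rose from 3.19 ± 0.619 to 208 ± 6.01 RPKM (SD, n = 3 each), although it may share reads with its close paralogs. Acox2, a peroxisomal acyl-CoA oxidase, was 38.7-fold higher, and Cd68, a glycoprotein of lysosomal membranes, was 21.6-fold higher. In the other direction Mb, the cytosolic oxygen-binding protein myoglobin on chromosome 15 from 77015487 to 77050670, fell from 265 ± 11.1 to 0.59 ± 0.181 RPKM (SD, n = 3 each).

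The 10 largest increases ran from a log2 fold change of 3.85 for Gdf15 to 5.79 for Car6 (standard error 0.0733, adjusted p = 2e-13 from limma), and also took in the secreted phospholipase Pla2g2e, the actin-binding protein gene Avil and the cytosolic reductase Akr1b7. The 10 largest decreases ran from −4.36 for Il1rn to −7.39 for Mb (standard error 0.0811, adjusted p = 8.56e-14 from limma). They included Car3, a cytosolic carbonic anhydrase that was 139.6-fold lower, Cdkn1c, a nuclear inhibitor of cyclin-dependent kinases that was 43.4-fold lower, the cytosolic carbonic anhydrase Car2, and the secreted proteins Sfrp2, Orm1, Cfd and Retn. When the genes of each direction were ranked by the p-value in the authors' deposited table, the top 50 higher genes held 9 genes of the integrated stress response list and the top 50 lower genes held 5 general adipocyte genes. Of these 100 genes, 63 were also among the top genes by limma p-value and 35 among those with the largest fold changes.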

Genes encoding proteins with multiple subcellular organelle locations are colored blue. 

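Genes of the extracellular matrix fell with 4CBA, whereas genes of hormones and growth factors secreted by adipocytes moved both ways. Of 36 tested matrix genes, 33 were lower, 2 were higher and 1 did not pass the test, with the same counts when adjusted over the list alone. Col1a1, a chain of type I collagen on chromosome 11 from 94936224 to 94953042, was 16.9-fold lower in 4CBA, Col3a1, a type III collagen, was 15.6-fold lower, and Lox, the enzyme that crosslinks collagen, was 12.8-fold lower. Timp3, an inhibitor of matrix metalloproteinases, rose 1.51-fold. Among 16 tested genes of secreted hormones and growth factors, 7 were higher and 9 were lower, also when adjusted over the list alone. Lcn2 (lipocalin 2) rose from an RPKM of 3.13 ± 0.452 (SD, n = 3) to 120.1 ± 7.36 (SD, n = 3) and Angptl6 rose 9.04-fold, while complement C3 was 31.8-fold lower and Adipoq, the gene of adiponectin, was 6.47-fold lower. The preadipocyte and fibroblast markers in these libraries moved with the matrix genes, with 8 of 11 tested markers lower and 2 higher (adjusted p = 0.00211 from camera in limma, adjusted p = 0.207 with an estimated correlation).

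The matrix list had a median log2 fold change of −1.11 (adjusted p = 1.04e-13 from camera in limma, adjusted p = 0.206 with an estimated correlation). The list of secreted hormones had a median of −0.60 (adjusted p = 0.317 from camera in limma), and its direction turned to 0.52 when only genes with an RPKM of at least 5 were kept. Of the 100 genes with the smallest p-values in the authors' deposited table, 50 in each direction, 16 belonged to the lists of matrix or secreted genes, 3 of them higher and 13 lower. The 52 tested genes of these lists would give 0.411 of 100 genes drawn at random from those tested. This comparison is not independent, since the paper's figures had been seen when the lists were written. Fig. 1A prints members of these lists such as Col3a1, Lox and C3. The lists do not annotate where other proteins are located.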

There was a noticeable bias toward genes encoding secreted proteins (31 of 100 genes), followed by genes encoding cytosolic proteins (23 of 100 genes), and genes encoding plasma membrane-localized proteins (20 of 100 genes). 19 of the 100 top genes encoded proteins localized in the nucleus, showing a potential change in transcriptional regulation during BAT CoQ deficiency. Genes encoding mitochondrially localized proteins accounted for 16 of the top 100 genes (Fig. 1A). Since CoQ plays a vital role in the mitochondria, separate analysis of the top 50 upregulated and top 50 downregulated mitochondrial genes was done. These included genes for proteins involved in essential mitochondrial functions such as respiration, mitochondrial organization, and dicarboxylic acid metabolism (Figure EV1A). 

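Genes of mitochondrial organization and of respiration mostly fell with 4CBA, and genes of dicarboxylic acid metabolism went both ways, with more of them lower. Of 21 tested genes of mitochondrial fission, fusion and cristae organization, 16 were lower, 4 were higher and 1 did not pass the test. Opa1, which acts in fusion of the inner membrane, fell 1.65-fold, Mfn2, which tethers outer membranes, fell 1.40-fold, and Dnm1l, the gene of the fission protein Drp1, fell 1.34-fold. Minos1, a subunit of the cristae-organizing complex, was 2.46-fold lower. Chchd10, a protein of the intermembrane space, moved against the group from an RPKM of 98.9 ± 9.21 (SD, n = 3) in CTL to 583 ± 39.0 (SD, n = 3) in 4CBA, and Mtfr1, a regulator of fission, rose 2.27-fold. Of the respiratory genes, Cox7a1, a complex IV subunit of muscle and brown fat, fell from 779.6 ± 16.9 to 90.5 ± 9.87 RPKM (SD, n = 3 each).

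Of 31 tested genes of dicarboxylic acid metabolism, 18 were lower, 10 were higher and 3 did not pass the test. The lower genes included Fh1 (fumarase), which was 3.72-fold lower, and Suclg1, a subunit of succinyl-CoA ligase, which was 3.82-fold lower. The higher genes included the aspartate aminotransferase Got1, which rose 3.66-fold, and Aldh1l2, a mitochondrial enzyme of folate metabolism, which rose 11.7-fold. Counts in both lists were the same when adjusted over the list alone. The organization list had a median log2 fold change of −0.52 (adjusted p = 0.00166 from camera in limma, adjusted p = 0.23 with an estimated correlation). The dicarboxylic acid list had a median of −0.49 (adjusted p = 0.025 from camera in limma, adjusted p = 0.551 with an estimated correlation), and its call was lost when the libraries were scaled to the same median (adjusted p = 0.0633, against 0.012 to 0.0285 in the other refits). Most of its higher genes also stand in the amino acid and folate list, and most of its lower genes in the TCA list. Those lists are reported below, and the dicarboxylic acid counts are not separate from theirs.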

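Target genes of Nrf2 were more often higher than lower in 4CBA, and target genes of HIF1α went both ways. Of 27 tested Nrf2 targets, 16 were higher, 7 were lower and 4 did not pass the test. Hmox1, the gene of heme oxygenase 1, rose from an RPKM of 89.0 ± 11.6 (SD, n = 3) to 205 ± 5.09 (SD, n = 3), the autophagy receptor Sqstm1 rose 3.88-fold, and Nqo1, a quinone reductase, rose 1.67-fold. Gsta4, a glutathione transferase, was 5.92-fold lower and G6pdx, the first enzyme of the pentose phosphate pathway, was 2.58-fold lower. Of 29 tested HIF1α targets, 10 were higher, 14 were lower (15 lower when adjusted over the list alone) and 5 did not pass the test. Ndrg1 rose from 64.2 ± 3.35 to 354 ± 20.0 RPKM (SD, n = 3 each), the glucose transporter gene Slc2a1 rose 3.01-fold and Vegfa, an angiogenic growth factor, rose 1.65-fold. Pdk1, a kinase that restrains pyruvate dehydrogenase, was 2.73-fold lower and Egln3, a prolyl hydroxylase, was 2.65-fold lower.

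The Nrf2 list had a median log2 fold change of 0.47 and the same counts when adjusted over the list alone, and it did not pass camera (adjusted p = 0.0735 from limma, adjusted p = 0.207 with an estimated correlation), but it passed it without a filter on low values (adjusted p = 0.033, in refits from 0.033 to 0.158). The HIF1α list had a median of −0.23 and a mean of 0.01, which differ in sign, and it did not pass camera either (adjusted p = 0.325 from limma, adjusted p = 0.754 with an estimated correlation).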

Genes in HIF1α and Nrf2 pathways, known mitochondrial ROS (mtROS) targets (Hamanaka and Chandel, 2009; Kasai et al, 2020), were induced by 4CBA treatments (Figure EV1B). Interestingly, cytosolic ROS scavenging enzymes and GSH synthesis were upregulated while mitochondrial antioxidants were suppressed (Figure EV1C), suggesting a unique redox alteration by CoQ deficiency. 

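Genes of cytosolic ROS scavenging and glutathione synthesis went both ways with 4CBA, and most mitochondrial antioxidant genes fell. Gclm, the modifier subunit of the rate-limiting enzyme of glutathione synthesis, on chromosome 3 from 122245557 to 122270732, rose from an RPKM of 29.2 ± 1.30 (SD, n = 3) to 51.5 ± 0.526 (SD, n = 3), and Gclc, its catalytic subunit, rose 1.77-fold. Slc7a11, which imports cystine, rose 3.06-fold, Srxn1 (sulfiredoxin) 2.90-fold, Txnrd1 (thioredoxin reductase of the cytosol) 1.73-fold, and Gss, the second enzyme of glutathione synthesis, 1.23-fold. Glrx (glutaredoxin) was 2.96-fold lower and Prdx2, a cytosolic peroxiredoxin, was 1.76-fold lower. In mitochondria, Sod2 (manganese superoxide dismutase) fell from 91.7 ± 5.51 to 28.8 ± 1.08 RPKM (SD, n = 3 each), Prdx3 was 1.84-fold lower and Txn2, the mitochondrial thioredoxin, had a log2 fold change of −0.25.

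Of 16 tested cytosolic scavenging and glutathione synthesis genes, 8 were higher, 7 were lower and 1 did not pass the test, and of 11 mitochondrial antioxidant genes, 8 were lower and 3 were higher, with the same counts when adjusted over each list alone. The higher mitochondrial genes were Nnt, which makes NADPH, Oxr1 and Txnrd2. The cytosolic list had a median log2 fold change of 0.10 (adjusted p = 0.772 from camera in limma, adjusted p = 0.871 with an estimated correlation), which turned to −0.33 when genes that also stand in an earlier list were left out and to −0.02 when the libraries were scaled to the same median. The mitochondrial list had a median of −0.80 (adjusted p = 0.00748 from camera in limma, adjusted p = 0.206 with an estimated correlation). The call of Sod1, which had a log2 fold change of 0.18, was lost under the scaling (adjusted p = 0.31 from limma, over all alternatives from 0.00169 to 0.31) and without 4CBA replicate 2, and that of Txnrd2 was lost in 4 of the 6 fits that left out a library.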

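Genes of the TCA cycle, the respiratory chain, ATP synthase and lipid breakdown were lower in 4CBA almost throughout. All 22 tested genes of the TCA cycle and pyruvate dehydrogenase were lower, with Idh3a, a subunit of isocitrate dehydrogenase on chromosome 9 from 54586334 to 54604661, falling from an RPKM of 368.9 ± 25.3 (SD, n = 3) to 131.4 ± 5.10 (SD, n = 3) and Cs (citrate synthase) falling 1.64-fold. All 62 tested nuclear genes of respiratory complexes I to IV and cytochrome c were lower, from a log2 fold change of −0.49 for Uqcrq to −3.10 for Cox7a1, and Sdha, a subunit of complex II, was 2.65-fold lower. Of 15 tested nuclear genes of ATP synthase, 12 were lower and 3 did not pass the test, and Atp5a1, the gene of its alpha subunit, was 3.43-fold lower. The 3 genes, Atp5g1, Atp5g2 and Atp5l, had mean RPKM of only 1.7, 1.1 and 0.97 in CTL, far below the other members, so they say little. Of 27 tested genes of lipolysis and fatty acid oxidation, 21 were lower, 3 were higher and 3 did not pass the test. Acaa2, the thiolase of mitochondrial β-oxidation, fell from 244 ± 12.7 to 45.2 ± 1.24 RPKM (SD, n = 3 each) and Acadm, a medium-chain acyl-CoA dehydrogenase, was 4.38-fold lower. The higher genes included Cpt1a and Cpt1b, which bring fatty acids into mitochondria, at 1.72-fold and 1.34-fold.

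Counts were the same when adjusted over each list alone. The median log2 fold change was −1.40 for the TCA cycle (adjusted p = 1.04e-13 from camera in limma, adjusted p = 0.207 with an estimated correlation) and −1.38 for the respiratory chain (adjusted p = 1.07e-26 from camera in limma, adjusted p = 0.206 with an estimated correlation). For ATP synthase it was −1.35 (adjusted p = 6.07e-07 from camera in limma, adjusted p = 0.206 with an estimated correlation) and for lipid breakdown it was −0.97 (adjusted p = 2.04e-08 from camera in limma, adjusted p = 0.207 with an estimated correlation). The TCA and respiratory lists share the 4 genes of complex II.

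**Figure D1:**
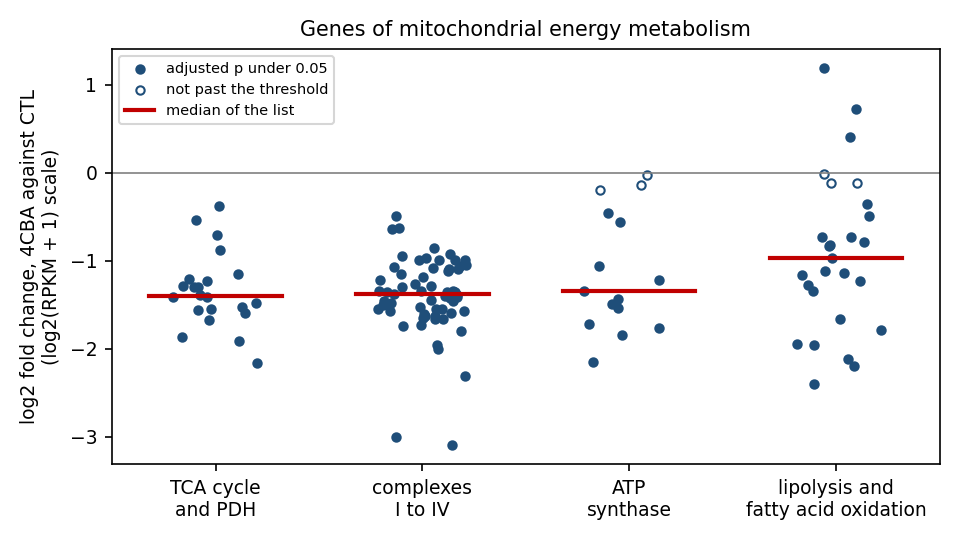
Log2 fold change of each tested gene, 4CBA against CTL, on the log2(RPKM + 1) scale (vertical axis) for the TCA cycle, the respiratory complexes, ATP synthase and lipolysis with fatty acid oxidation (horizontal axis). Filled points passed an adjusted p under 0.05 from limma, open points did not, and the red line is the median of a list; every point of the TCA cycle and the respiratory complexes lies below 0.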

Gene Ontology (GO) analysis identified enrichment in mitochondrial dysfunction for categories including TCA cycles, respiratory electron transport and lipid catabolic processes repressed by 4CBA (Figure EV1D). 

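Genes of the endoplasmic reticulum unfolded protein response rose with 4CBA, while genes of the mitochondrial response were mostly lower. Of 30 tested endoplasmic reticulum genes, 24 were higher, 1 was lower and 5 did not pass the test. Hspa5, the chaperone BiP, on chromosome 2 from 34771970 to 34777547, rose from an RPKM of 271 ± 2.95 (SD, n = 3) to 666 ± 49.4 (SD, n = 3), Ern1, the stress sensor IRE1, rose 3.43-fold, Ero1l, an oxidase that forms disulfide bonds, rose 3.80-fold, and Hspa13 rose 1.30-fold, while Pdia4, a disulfide isomerase, was the lower gene. Of 18 tested genes of the mitochondrial unfolded protein response, 3 were higher, 14 were lower and 1 did not pass the test. Lonp1, a protease of the mitochondrial matrix on chromosome 17 from 56614297 to 56626887, rose from 180 ± 9.67 to 336 ± 20.1 RPKM (SD, n = 3 each). Oma1, a protease of the inner membrane, was 1.68-fold lower and the prohibitin gene Phb was 1.79-fold lower, and Clpp, a matrix protease, had a log2 fold change of −0.20 whose call was lost without CTL replicate 2 (adjusted p = 0.0513 from limma, over all alternatives from 6.88e-04 to 0.0513). Of 17 tested cytosolic heat shock genes, 13 were higher, 1 was lower and 3 did not pass the test, with Hspb8 rising 2.73-fold, Hsp90ab1 rising 1.56-fold and the small heat shock protein gene Cryab falling 4.50-fold. Hspa1a and Hspa1b, whose near-identical sequences may share reads, had log2 fold changes of −0.19 and 0.27.

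Counts were the same when adjusted over each list alone. The endoplasmic reticulum list had a median log2 fold change of 0.53 (adjusted p = 2.13e-05 from camera in limma, adjusted p = 0.207 with an estimated correlation). The mitochondrial list had a median of −0.45 (adjusted p = 0.00301 from camera in limma, adjusted p = 0.207 with an estimated correlation). Camera compared it with all other genes, not with other mitochondrial genes. Genes of mitochondrial ribosomal proteins (median −0.47) and of import (median −0.50) fell by a similar amount, whereas mitochondrial carrier genes were split (median −0.01). The fall is therefore not particular to the mitochondrial response. The heat shock list had a median of 0.30 (adjusted p = 0.0204 from camera in limma, adjusted p = 0.219 with an estimated correlation). The calls of its members Hsp90aa1, Hspa4 and Hspa1b, and of Hsp90b1 in the endoplasmic reticulum list, were lost when the libraries were scaled to the same median.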

Key components identified in endoplasmic reticulum and mitochondrial unfolded protein responses (UPR^mt^) were increased by 4CBA (Figs. 1B and EV1E). Differential expression analysis confirmed UCP1 to be among the genes significantly reduced in expression. 

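Ucp1, the uncoupling protein of brown fat, on chromosome 8 from 83290352 to 83298452, fell from an RPKM of 34.6 ± 3.76 (SD, n = 3) in CTL to 2.13 ± 0.231 (SD, n = 3) in 4CBA, a 16.2-fold decrease. Its log2 fold change was −3.51 (standard error 0.0875, adjusted p = 2.7e-11 from limma), and each 4CBA library lay below each CTL library. Other brown adipocyte genes fell too: Cidea, a lipid droplet protein, was 5.66-fold lower, Cox8b, a complex IV subunit, was 13.9-fold lower, and Ppargc1a, the coactivator PGC-1α, was 1.88-fold lower. Of 19 tested thermogenic genes, 14 were lower, 3 were higher (4 when adjusted over the list alone) and 2 did not pass the test. The fatty acid elongase gene Elovl3 rose 3.38-fold, and Fabp3, a fatty acid-binding protein, went from 0.217 ± 0.200 to 2.03 ± 0.00917 RPKM (SD, n = 3 each). Dio2, which makes active thyroid hormone, was below the limit for testing, at an RPKM of 0.312 to 0.444 in CTL and 0.04 to 0.115 in 4CBA.

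The median log2 fold change of the thermogenic genes was −0.81 (adjusted p = 3.05e-04 from camera in limma, adjusted p = 0.207 with an estimated correlation). General adipocyte genes moved with them, and of 19 tested 16 were lower, 1 was higher and 2 did not pass the test (adjusted p = 1.88e-09 from camera in limma, adjusted p = 0.206 with an estimated correlation). Pparg, the master regulator of adipocyte differentiation, was 2.78-fold lower, Cebpa was 4.90-fold lower, the lipid droplet coat gene Plin1 was 2.64-fold lower, and Fabp4, a fatty acid-binding protein, fell from 8620 ± 284.6 to 4846 ± 595 RPKM (SD, n = 3 each).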

Up-regulated genes included notable ISR components such as ATF4, ATF5, CHOP, and FGF21 (Fig. 1C). 

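All 30 tested genes of the integrated stress response were higher in 4CBA, also when adjusted over the list alone. Fgf21, a secreted metabolic hormone on chromosome 7 from 45613886 to 45615490, rose from an RPKM of 3.97 ± 1.55 (SD, n = 3 libraries) in CTL to 195.5 ± 12.6 (SD, n = 3) in 4CBA, a log2 fold change of 5.35 (standard error 0.244, adjusted p = 2.91e-05 from limma). Atf4, the transcription factor at the center of the response, on chromosome 15 from 80255184 to 80257541, rose from 209 ± 6.02 to 583 ± 39.2 RPKM (SD, n = 3 each), a log2 fold change of 1.47 (standard error 0.0583, adjusted p = 9.82e-10 from limma). Atf5, a related factor, rose 2.19-fold from 137 ± 9.00 RPKM (SD, n = 3) and Ddit3, which encodes CHOP, rose 2.62-fold from 172 ± 15.1 RPKM (SD, n = 3). The largest further increases were those of Gdf15, a stress hormone that rose 15.8-fold, Ppp1r15a, which directs dephosphorylation of eIF2α and rose 10.5-fold, and Atf3, which rose 11.1-fold. Of 15 tested genes of serine, glycine, asparagine, proline and mitochondrial folate metabolism, 14 were higher and 1 did not pass the test, the same as when adjusted over the list alone. Asns (asparagine synthetase) rose 3.19-fold, Phgdh, the first enzyme of serine synthesis, rose 2.34-fold, and Mthfd2, an enzyme of mitochondrial folate metabolism, rose 2.32-fold.

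The stress response list had a median log2 fold change of 1.68 (adjusted p = 1.04e-13 from camera in limma, adjusted p = 0.206 with an estimated correlation). The amino acid and folate list had a median of 1.21 (adjusted p = 3.11e-07 from camera in limma, adjusted p = 0.206 with an estimated correlation). Among all 12659 tested genes, limma called 4860 higher and 3804 lower, of which 1452 were at least 2-fold changed, 760 of them lower (1182 lower with a pseudocount of 0.1 and 1324 lower with the authors' p-values and fold changes). Scaling the libraries to the same median moved the median of all genes from 0.06 to −0.04 and the split to 3943 higher and 4701 lower, so small changes near the threshold depend on the scaling. The groups did not overlap for 72.7% of the tested genes, against 10% by chance. The paper names UCP1 among the reduced genes and ATF4, ATF5, CHOP and FGF21 as ISR components among the upregulated genes (Fig. 1C), and the heading of its section states that CoQ deficiency activates the ISR and UPR mt.

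**Figure D2:**
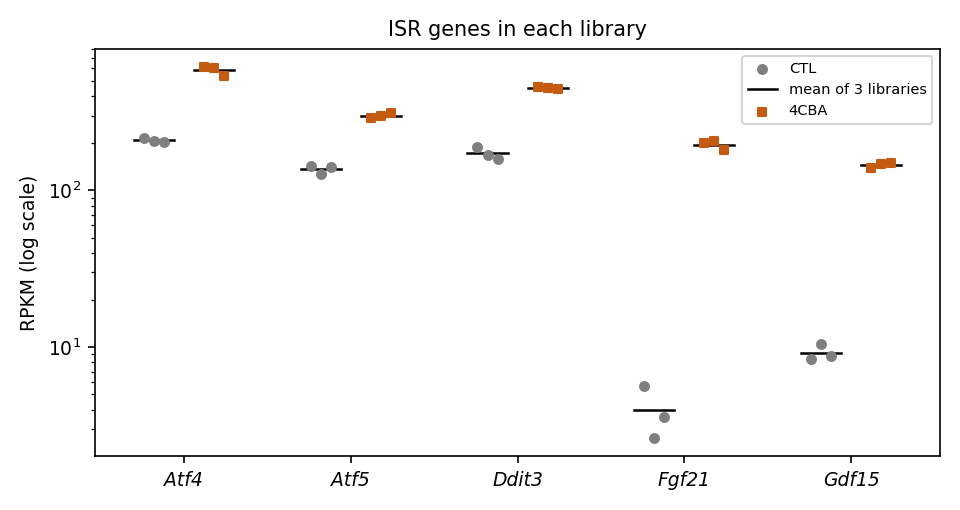
RPKM of Atf4, Atf5, Ddit3, Fgf21 and Gdf15 in each library, on a log axis. Grey circles are the 3 CTL libraries, orange squares the 3 4CBA libraries and black lines the mean of each group; for each gene all 4CBA libraries lie above all CTL libraries.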

HOMER motif analysis also revealed CHOP, ATF4 and C/EBP binding motif, key UPR^mt^ and ISR effectors (Huggins et al, 2015; Pakos-Zebrucka et al, 2016), as top enriched transcription factor binding motifs in the promoters of the significantly upregulated genes (Fig. 1D). To confirm the RNAseq results, protein expression of UCP1, FGF21, ATF3 and ATF4 were measured after 48 h of 4CBA treatment. UCP1 expression was robustly downregulated by more than 70% while FGF21, ATF3 and ATF4 expression were all increased following 4CBA treatment (Fig. 1E). To examine BAT CoQ deficiency in vivo, we used a brown/beige fat-specific knockout of the CoQ synthesis enzyme decaprenyl diphosphate synthase subunit 2 (PDSS2) by crossing UCP1-cre animals with a PDSS2 Flox (Peng et al, 2008) strain, both in the C57 background, generating the PDSS2^BKO^ line. This model has previously been shown to have a 75% reduction in brown adipose tissue (BAT) CoQ levels, compared to floxed controls (PDSS2^FL^), while other tissue types are unaffected, resulting in UCP1 suppression in BAT (Chang et al, 2022). The knockout was verified by measuring that PDSS2 gene expression was decreased in BAT, but not other organs such as liver (Figure EV1F). Similar to 4CBA treated cells, BAT from the PDSS2^BKO^ mice have a pronounced upregulation of genes involved in the ISR and UPR^mt^ (Fig. 1F,G). Stress response activation was also observed in human beige adipocytes in response to 4CBA treatment (Fig. 1H).

**Figure 1:**
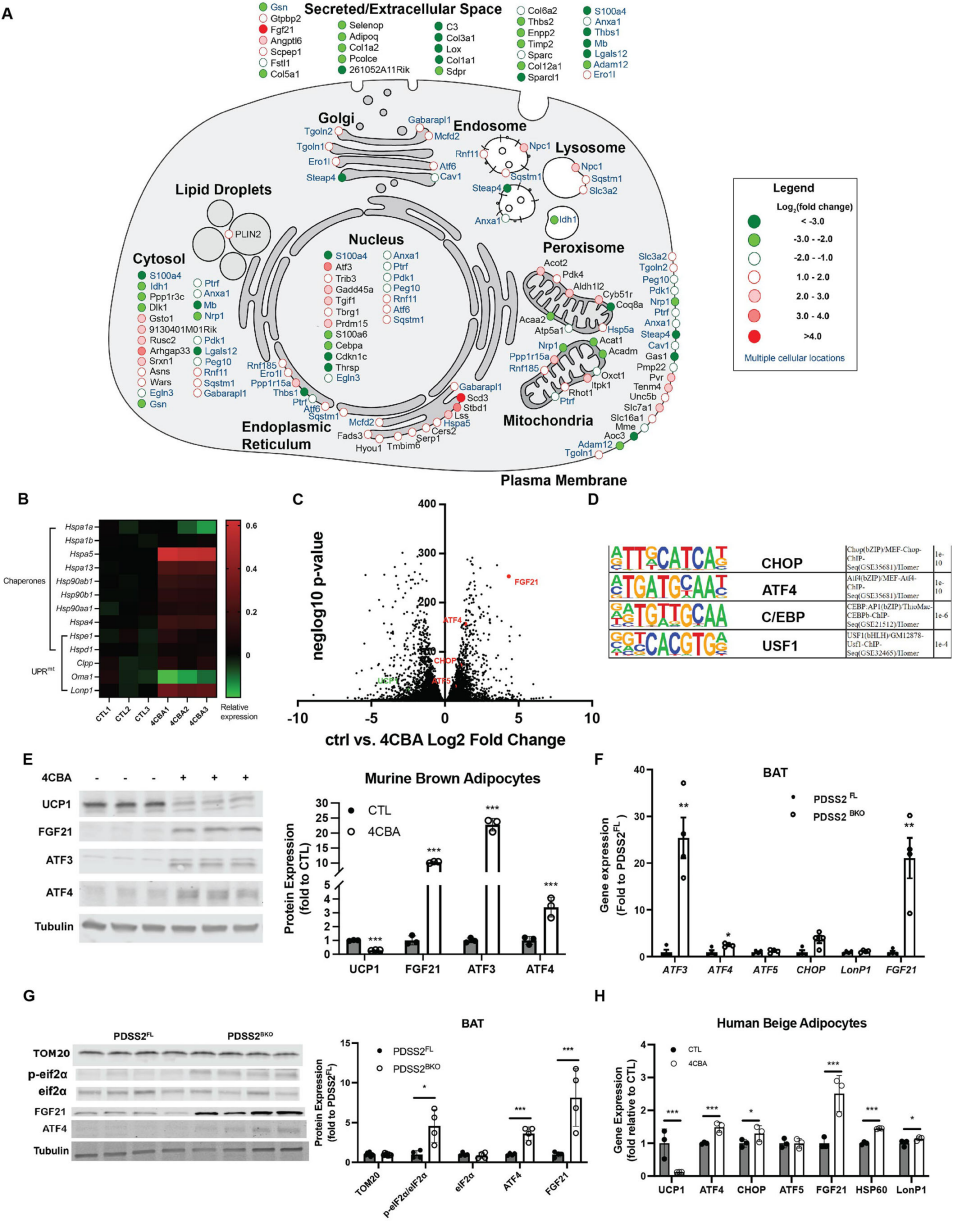
BAT CoQ deficiency activates ISR and UPR^mt^. (**A**) Cell map of RNA sequencing results from 4CBA treated cells. Includes overall top 50 upregulated and top 50 downregulated genes with p-value ≤ 5.91E-192. Genes encoding proteins with multiple subcellular locations are highlighted in blue. (**B**) Relative expression (log_10_ -transformed RPKM value) of UPR-associated genes in murine brown adipocytes treated with 4CBA (24 h). (**C**) Volcano plot obtained from DESeq2 analysis of vehicle control and 4CBA-treated murine brown adipocytes RNA pools, n = 3 independent experiments/treatment. The Wald test was used for statistical analysis. (**D**) The top 3 enriched transcription factors identified by Motif analysis. (**E**) ISR-related protein levels in brown adipocytes after 4CBA treatment. (**F**, **G**) Gene or protein expression in brown adipose tissue (BAT) of PDSS2 floxed (PDSS2^FL^) or BAT-specific PDSS2 knockout (PDSS2^BKO^) animals, *n* = 4. (**H**) Gene expression analysis of human beige adipocytes treated with 4CBA for 48 h, *n* = 3. Data information: (**E**–**H**) Data are mean ± SEM. Results were compared using an unpaired two-tailed Student’s *t* test. Significance presented at *P < 0.05, **P < 0.01, and ***P < 0.001 compared to controls. Data describes biological replicates. Source data are available online for this figure.

**Figure EV1:**

Enriched genes and pathways in CoQ deficient murine brown adipocytes. (**A**) Top 50 upregulated and top 50 downregulated mitochondrial genes from RNA sequencing results with *p* value ≤ 0.00418062. (**B**, **C**) Relative expression (log_10_ -transformed RPKM value) of enriched genes in murine brown adipocytes treated with 4CBA (24 h). (**D**, **E**) Gene Ontology (GO) analysis of RNAseq data from 24-h 4CBA treated brown adipocytes. Representative GO categories repressed or induced. (**F**) Validation of tissue specific knockout of PDSS2 via qPCR analysis in BAT and liver of PDSS2 floxed (PDSS2^FL^) or BAT-specific PDSS2 knockout (PDSS2^BKO^) animals, *n* = 4. Results were compared using an unpaired two-tailed Student’s *t* test. Significance presented at ***P < 0.001 compared to controls. Data describes biological replicates. Data information: (**A**, **D**, **E**) The Wald test was used for statistical analysis.

In addition to the in vivo genetic model we present, we also established genetically induced CoQ deficiency in an immortalized murine brown adipocyte cell line via siRNA driven silencing of the CoQ biosynthetic enzyme COQ2, the target of 4CBA treatment. Silencing of COQ2 RNA was carried out once brown adipocytes were mature. This model was congruent with the observed phenotype from 4CBA treated cells. There was a significant decrease in COQ2 gene expression by 75% and CoQ levels by 30% in COQ2 knockdown cells (Figure EV2A,B). There was activation of the stress response as noted by a twofold increase in gene expression of FGF21 and an increase in protein expression of ATF4 (Figure EV2B,D). A 60% decrease in UCP1 gene and 40% decrease in protein expression (Figure EV2B,C) was also observed.

**Figure EV2:**

Genetically induced CoQ deficiency in murine brown adipocytes via knockdown of COQ2. (**A**) Total CoQ levels, including CoQ_9_ and CoQ_10_ isoforms, of murine brown adipocytes transfected with either a scramble siRNA (CTL siRNA) or COQ2 siRNA, *n* = 6. (**B**) Gene expression of CTL siRNA and COQ2 siRNA-treated cells, *n* = 5. (**C**) UCP1 protein expression of CTL siRNA and COQ2 siRNA-treated cells, *n* = 12. (**D**) ATF4 protein expression of CTL siRNA and COQ2 siRNA treated cells, *n* = 3. (**E**) Oxygen consumption rate (OCR) of CTL siRNA and COQ2 siRNA treated cells during mitochondrial stress test, *n* = 5. (**F**) Basal, maximal, protein leak and ATP production respiration of CTL siRNA and COQ2 siRNA treated cells calculated from oxygen trace shown in (**E**), *n* = 5. (**G**) Fatty acid oxidation assay was performed on cells treated with CTL siRNA + palmitate (PA), CTL siRNA + PA + Etomoxir (Eto), COQ2 siRNA + PA and COQ2 siRNA + PA + Eto and OCR was measured, *n* = 5. (**H**) Basal and maximal respiration of the same cells whose oxygen trace is shown in (**E**), *n* = 5. Results were compared using a one-way ANOVA test. (**I**) Brown adipocytes with CTL siRNA or COQ2 siRNA treatment were stained with MitoTracker deep red, and dapi and visualized using the Zeiss LSM880, scale bar = 20 µm. Data information: Data are mean ± SEM. (**A**–**D**, **F**) Results were compared using an unpaired two-tailed Student’s *t* test. Significance presented at *P < 0.05, **P < 0.01, and ***P < 0.001 compared to controls. Data describes biological replicates.

### CoQ deficiency affects mitochondrial morphology and respiration in brown adipocytes

Next, we wanted to understand how mitochondrial structural dynamics are affected by BAT CoQ deficiency. Previous studies have shown that mitochondrial fission is required for thermogenic activities of brown and beige adipocytes (Pisani et al, 2018; Wikstrom et al, 2014). Indeed, congruent with the reduced UCP1 activity, mitochondria in 4CBA treated brown adipocytes are elongated and tubular differing from the fragmented mitochondria of the control group (Fig. 2A). They are also less round and have a higher aspect ratio, a key morphologic parameter indicating the ratio between the length of the major axis and the length of the minor axis (Fig. 2B). In accordance with these structural changes, phosphorylation of dynamin-related protein 1 (Drp1) at serine 616, required for facilitating mitochondrial fission (Wikstrom et al, 2014), was decreased by 25% in 4CBA treated cells (Fig. 2C). This was accompanied by a mild increase of mitochondrial mass as measured by VDAC expression (Fig. 2C). Transmission electron microscope (TEM) images were then used to gain further understanding of these ultrastructural changes to mitochondrial morphology. Although brown adipocytes are known to have dense cristae (Frontini and Cinti, 2010), these images revealed that mitochondria in 4CBA treated cells have dramatically decreased cristae potentially resulting from impaired cristae formation and/or adaptive changes in response to stress and changes in metabolic needs (Fig. 2D). To quantify cristae density, the ratio of cristae length to mitochondria perimeter was measured and was significantly decreased in 4CBA treated cells (Fig. 2E).

**Figure 2:**
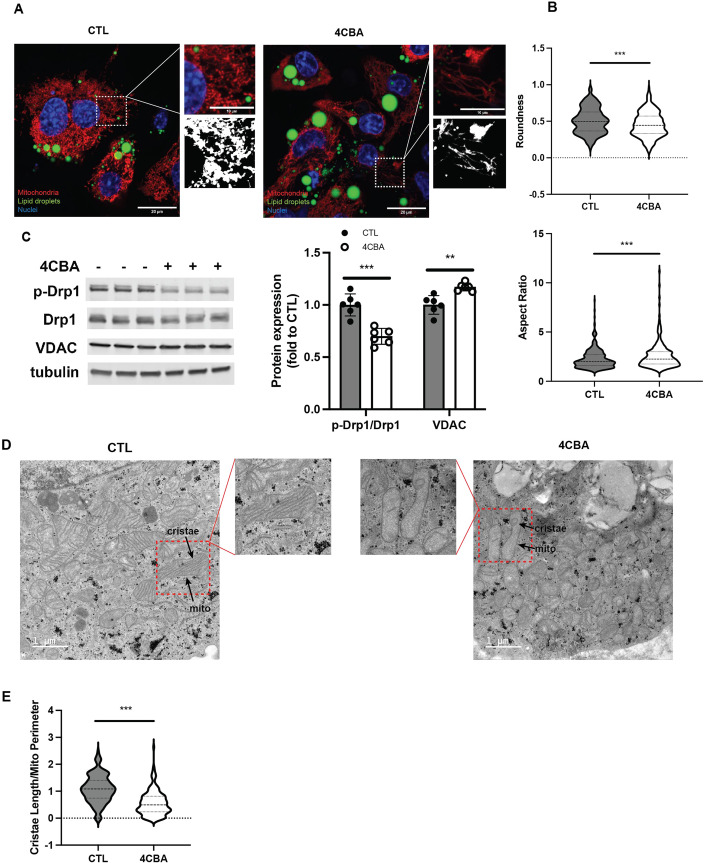
CoQ deficiency affects mitochondrial morphology in brown adipocytes. (**A**) Brown adipocyte with vehicle (CTL) or 4CBA treatment were stained with MitoTracker deep red, bodipy and dapi and visualized using the Zeiss LSM710, scale bar = 20 µm. (**B**) The roundness and aspect ratio of the visualized mitochondria were assessed using Fiji from 2 independent experiments. (**C**) Phosphorylation of Drp1 was assessed and quantified using western blot, *n* = 6. (**D**) Mitochondrial morphology of brown adipocytes with treatment was visualized using TEM with the Tecnai-12, scale bar = 1 µm. (**E**) Cristae Length/Mito Perimeter of visualized mitochondria were assessed using Fiji from 3 independent experiments. Data information: (**C**) Data are mean ± SEM. (**B**, **C**, **E**) Results were compared using an unpaired two-tailed Student’s *t* test. Significance presented at **P < 0.01, and ***P < 0.001 compared to controls. Data describes biological replicates. Source data are available online for this figure.

In line with these changes to mitochondrial morphology and decreased UCP1 expression, COQ2 silencing experiments lowered oxygen consumption rates (OCR), regardless of the available substrate (Figure EV2E,G). Under glucose-rich conditions basal, maximal and proton leak respiration rates were decreased (Figure EV2F). Basal and maximal respiration was also decreased in COQ2 knockdown cells when palmitate was available as the main substrate, both in the presence or absence of etomoxir, an inhibitor of carnitine palmitoyl transferase-1, a crucial rate-limiting enzyme in fatty acid oxidation (Figure EV2H). Additionally, the mitochondrial morphology changes observed in 4CBA-treated brown adipocytes were mirrored in COQ2 knockdown cells (Figure EV2I).

### BAT CoQ deficiency triggers cytosolic accumulation of mitochondrial RNA and PKR activation

To better understand the mechanism by which the ISR is induced within CoQ deficient brown adipocytes, we sought to identify the involved molecular components. Previous published work on ISR has established a mechanism by which cellular stress is sensed by members of the eIF2α kinase: PERK, GCN2, HRI and PKR (Taniuchi et al, 2016), triggering their activation. These kinases then phosphorylate the α subunit of eIF2 at ser51 leading to inhibition of global translation and upregulation of translation of mRNAs containing multiple upstream open reading frames (uORFs) including ATF4 (Harding et al, 2000). Increased amounts of ATF4 protein, a transcription regulator, results in increased transcription of genes involved in the ISR (Harding et al, 2003; Fig. 3A). The core event in the ISR is the phosphorylation of eIF2α by stress kinases. To identify which stress kinase is implicated in CoQ-mediated ISR resulting in UCP1 suppression, we treated cells with 4CBA and pharmacological inhibitors of eIF2α kinases or other components of the ISR (Pakos-Zebrucka et al, 2016) pathway including PKR inhibitors imoxin and 7DG, GCN2 inhibitor A92, PERK inhibitor GSK2606414 (GSK) and ISRIB. While the GCN2 inhibitor A92 failed to rescue the UCP1 suppression phenotype, the PERK inhibitor GSK, and the reversible PKR inhibitors 7DG and ISRIB had mild, but significant effects, in 4CBA treated cells (Fig. 3B). As it has been suggested that HRI is required for ISR activation upon mitochondria stress (Guo et al, 2020), we used siRNA targeting HRI to examine the involvement of HRI in ISR dependent UCP1 suppression by CoQ deficiency (pharmacological inhibitors are unavailable). While siRNA treatment resulted in a robust 60% reduction of HRI transcripts, it did not rescue UCP1 expression significantly (Figure EV3A). Interestingly, treatment of CoQ deficient cells with the PKR inhibitor imoxin robustly rescued UCP1 gene expression (Fig. 3B) indicating a key role for this eIF2α kinase in the ISR activation by CoQ deficiency. The activation of PKR in murine brown adipocyte cells was further investigated by using a Zn^2+^-Phos-tag acrylamide gel (Kinoshita and Kinoshita-Kikuta, 2011) to separate phosphorylated and unphosphorylated forms of PKR. Phosphorylated proteins are bound by Zn^2+^ and are detected as bands with an upward mobility shift. PKR phosphorylation was significantly increased at both 7 and 24 h after 4CBA treatment, observed by an increase in signal of the uppermost PKR band, showing activation of PKR at these timepoints (Fig. 3C). This was further validated by studying the phosphorylation of the Thr451 residue on PKR subsequent to 4CBA treatment in murine brown adipocytes which was increased after 24 h of treatment (Figure EV3B). Phosphorylation status of PERK and GCN2 were also studied using Zn^2+^-Phos-tag acrylamide gels. 2.5 μg/mL of tunicamycin, an activator of the unfolded protein response, was used as a positive control for PERK phosphorylation (Figure EV3C). PERK and GCN2 phosphorylation were not significantly increased with 4CBA treatment, allowing us to identify PKR as the main kinase participating in the integrated stress response triggered by CoQ deficiency. PKR can be activated by viral RNAs but also by cytoplasmic mitochondrial double-stranded RNA (mtRNAs; Kim et al, 2018; Sud et al, 2016). We found that levels of mitochondrial transcripts of ND1, ND4, ND5 and CYTB were increased in the cytoplasmic fraction, but decreased in the mitochondria of the 4CBA-treated brown adipocytes (Fig. 3D). This suggests that mitochondrial CoQ deficiency induces the ISR via increased mtRNAs export and PKR-mediated eIF2α phosphorylation. Successful fractionation of cells was verified by measuring SDHB expression, a nuclear-encoded mitochondrial protein, which was enriched in the cytosolic, but not the mitochondrial fraction (Figure EV3D).

**Figure 3:**
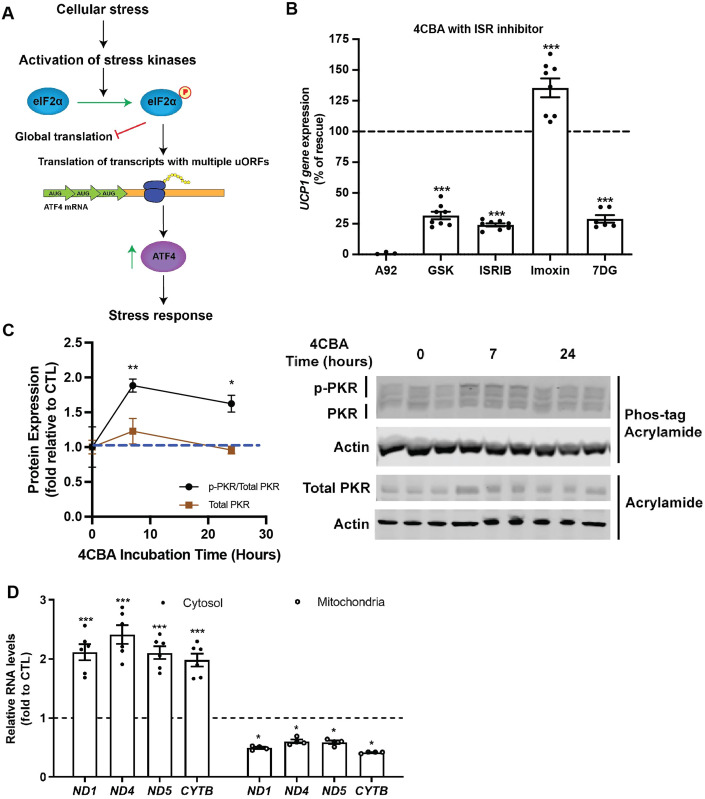
BAT CoQ deficiency triggers cytosolic accumulation of mitochondrial RNA and PKR activation. (**A**) Diagram of known integrated stress response mechanism. Cellular stress can include ER stress, viral infection, amino acid starvation, oxidative stress, iron deprivation. Stress kinases include PERK, HRI, GCN2 and PKR. The stress response includes upregulation in expression of stress genes such as chaperones, FGF21, ATFs, GDF15, etc. (**B**) UCP1 gene expression in brown adipocytes treated with 4CBA in the presence of ISR inhibitors, *n* = 6–8. (**C**) Phosphorylated PKR was assessed using a phos-tag gel and compared to total PKR levels, *n* = 3. (**D**) Mitochondrial transcript levels in cytosol or mitochondria, *n* = 4–6. Data information: (**B**–**D**) Data are mean ± SEM. Results were compared using an unpaired two-tailed Student’s *t* test. Significance presented at *P < 0.05, **P < 0.01, and ***P < 0.001 compared to controls. Data describes biological replicates. Source data are available online for this figure.

**Figure EV3:**

Targeting stress kinases to study ISR induction. (**A**) *UCP1* and *HRI* gene expression in brown adipocytes transfected with scramble or HRI siRNA under vehicle control or 4CBA treatment for 24 h, *n* = 12. Pooled data for three repeated experiments. Results were compared using a one-way ANOVA test. (**B**) Western blot analysis of PKR and phosphorylated PKR (Thr451) levels, *n* = 6. (**C**) Phos-tag gel analysis of p-GCN2 and p-PERK compared to total GCN2 and total PERK, *n* = 3. (**D**) SDHB gene expression of cytosolic or mitochondrial cell fractions from vehicle or 4CBA-treated cells, *n* = 4–6. Data information: Data are mean ± SEM. (**B**–**D**) Results were compared using an unpaired two-tailed Student’s *t* test. Significance presented at *P < 0.05, **P < 0.01, and ***P < 0.001 compared to controls. Data describes biological replicates.

### Induction of ISR precedes suppression of UCP1 expression

After identifying PKR as the stress kinase activated upon CoQ deficiency in BAT, we wanted to study the temporal effects of ISR activation. We first measured CoQ levels after 2, 7, 24, 48 and 72 h of 4CBA treatment. CoQ levels were already significantly decreased to 75% of controls after 2 h of 4CBA treatment, followed by a steady decrease in CoQ levels until 72 h when around 50% of cellular CoQ was depleted (Fig. 4A). Phosphorylation of eIF2α is the principal event leading to activation of ISR (Fig. 3A). Interestingly, phosphorylation of eIF2α was highest at 7 h of 4CBA treatment showing that even acute decreases in CoQ levels to 75% of control cells can trigger ISR activation. Phosphorylation of eIF2α was significantly elevated until 48 h of 4CBA treatment (Fig. 4B). The next event downstream of eIF2α phosphorylation is increased translation of ATF4 (Fig. 3A), another early ISR regulator. Similar to eIF2α phosphorylation, ATF4 protein expression peaked at 7 h and drastically decreased, although still significantly increased compared to control cells, after 24 h of 4CBA treatment (Fig. 4C). ATF4 is known to act as a transcriptional regulator, increasing transcription of itself (Jin et al, 2009) as well as other genes involved in both ISR and UPR^mt^ (Quiros et al, 2017). Indeed, induction in transcription of *ATF3, -4*, and *-5* was also rapid, peaking between 7 to 24 h, and stayed significantly elevated above baseline (Fig. 4D). The ISR related genes (Forsstrom et al, 2019) *FGF21, GDF15, MTHFD2*, and *PHGDH* also rose rapidly at 7 h and stayed robustly elevated throughout all treatment time points (Fig. 4E). UPR^mt^ associated genes such as *HSP60, LONP1*, and *CLPP* were upregulated after ISR associated genes. UPR^mt^ genes rose rapidly, peaking at 24 h and subsequently declined (Fig. 4F). Next, we wanted to understand how suppression of UCP1 relates to ISR activation. UCP1 gene expression was already significantly decreased to around 50% after 2 h of 4CBA treatment, showing a rapid response to CoQ deficiency, with a peak decrease in expression after 48 h where expression was less than 10% of control cells (Fig. 4G). UCP1 protein expression was not significantly decreased at 7 h and only 50% decreased at 24 h, suggesting that the suppression of UCP1 is transcriptionally regulated (Fig. 4H). While UCP1 suppression continues up until 72 h of 4CBA treatment, induction of ISR and UPR^mt^ related genes peak in expression after 7 or 24 h, indicating a well-orchestrated cellular response to CoQ depletion whereby peak activation of ISR and UPR^mt^ precedes peak suppression of UCP1.

**Figure 4:**
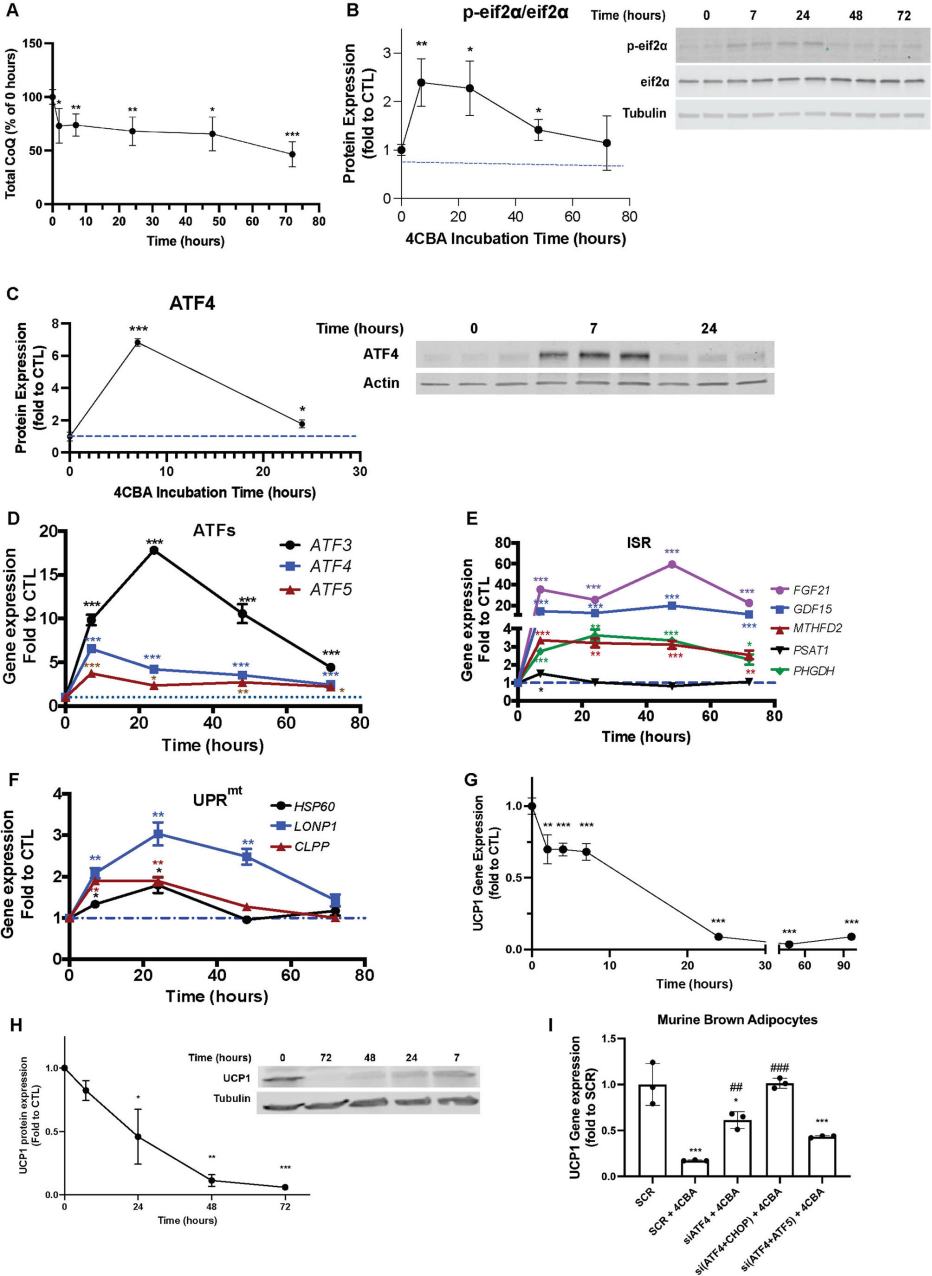
Induction of ISR precedes UCP1 expression suppression. (**A**) Total CoQ levels, including CoQ_9_ and CoQ_10_ isoforms, assessed and quantified after 0, 2, 7, 24, 48, and 72 h of 4CBA treatment. (**B**) Phosphorylated eIF2a protein levels were assessed and quantified after 0, 7, 24, 48, and 72 h of 4CBA treatment. (**C**) ATF4 protein levels were assessed and quantified after 0, 7 and 24 h of 4CBA treatment. (**D**–**F**) rtPCR analysis of genes in murine brown adipocytes treated with vehicle (CTL) or 4CBA for 0, 7, 24, 48, and 72 h. (**G**) UCP1 gene expression of brown adipocytes treated with 4CBA for 0, 2, 4, 7, 24, 48, and 96 h. (**H**) UCP1 protein expression of brown adipocytes treated with 4CBA for 0, 7, 24, 48, and 72 h. (**I**) UCP1 gene expression in brown adipocytes with siRNA knockdown of ATF4, ATF4 and CHOP or ATF4 and ATF5 following 24h-4CBA treatment. Results were compared using a one-way ANOVA test. Significance presented at ^##^*P* < 0.01, ^###^*P* < 0.001 compared to SCR + 4CBA. Data information: (**A**–**I**) Data are mean ± SEM with *n* = 3–5. (**A**–**H**) Results were compared using an unpaired two-tailed Student’s *t* test. Significance presented at *P < 0.05, **P < 0.01, and ***P < 0.001 compared to controls. Data describes biological replicates. Source data are available online for this figure.

To identify if ISR effectors are responsible for UCP1 suppression as a consequence of CoQ deficiency, we attempted to rescue UCP1 expression in CoQ-deficient brown adipocytes, via knockdown of ATF4, ATF5, and CHOP. SiRNA-mediated knockdown efficiency was comparable at 50% (Figure EV4A). While knockdown of ATF5 or CHOP alone could not significantly rescue UCP1 gene expression in 4CBA treated cells (Figure EV4B), ATF4 knockdown rescued UCP1 expression to 60% of cells treated with a scramble siRNA (SCR), which could be further increased by simultaneous CHOP, but not ATF5, knockdown (Fig. 4I), suggesting an involvement of an ATF4/CHOP heterodimer in UCP1 regulation in response to ISR.

**Figure EV4:**
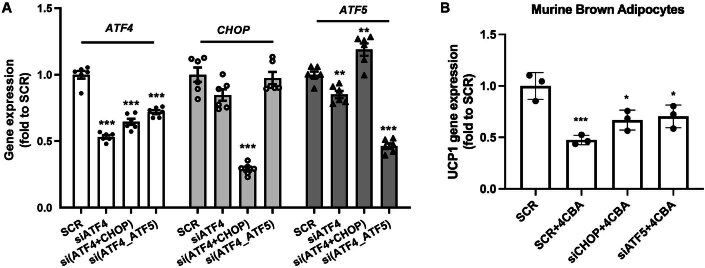
Targeting ISR-related components. (**A**) *ATF4*, *CHOP*, and *ATF5* expression in brown adipocytes with 4CBA treatment after indicated siRNA knockdown of target genes (*x*-axis), *n* = 6. Results were compared using an unpaired two-tailed Student’s *t* test. (**B**) *UCP1* expression in 4CBA-treated brown adipocyte with siRNA-mediated knockdown of *CHOP* or *ATF5*, *n* = 3. Results were compared using a one-way ANOVA test. Data information: Data are mean ± SEM. Significance presented at *P < 0.05, **P < 0.01, and ***P < 0.001 compared to controls. Data describes biological replicates.

### BAT CoQ deficiency modulates whole body metabolism

After observing induction of the ISR and UPR^mt^, we wanted to further examine how the stress response triggered by BAT CoQ deficiency impacts whole body metabolism. Further, since FGF21 expression is increased, we wondered how this would affect whole body energy expenditure in vivo. We explored the metabolic alterations on BAT-specific PDSS2 knockouts using CLAMS metabolic chambers at thermoneutrality (30 °C) and a mild cold challenge (23 °C). Mice were fed a low-fat defined diet for 2 to 3 weeks prior to being put into the CLAMS metabolic chambers to lower exogenous CoQ intake. Previously we had observed that, in line with their low UCP1 expression in BAT, when PDSS2^BKO^ mice were subjected to a 4 °C cold challenge, they were cold intolerant and exhibited dropping VO_2_ rates (Chang et al, 2022). Due to this previous finding, we were surprised to observe that VO_2_ rates during the light cycle (low activity) and dark cycle (high activity) were increased in PDSS2^BKO^ animals compared to PDSS2^FL^ controls. This held true both at room temperature, a mild cold challenge for mice, and at thermoneutrality when BAT respiration should be suppressed (Fig. 5A–C) The increase in VO_2_ rates also remained when data was normalized to body weight (Figure EV5A–C). Lower ambulatory activity was measured in the PDSS2^BKO^ animals compared to PDSS2^FL^ controls (Fig. 5D) indicating that the increased respiration is irrelevant to physical activity. A parallel metabolic study was performed to study if differences in food intake could explain the changes in respiration rates. No significant difference was observed in food intake among the two groups in the 3-week period preceding the metabolic cage experiment (Figure EV5D). Afterwards, real-time food consumption was monitored while mice were in the metabolic cages to examine if increased food consumption may explain the increases in metabolic rates within the PDSS2^BKO^ animals (Figure EV5E). There were no significant food consumption differences at 23 °C and interestingly, at thermoneutrality PDSS2^BKO^ had decreased food consumption compared to PDSS2^FL^, suggesting that increases in metabolic rates were not due to increased food consumption in the knockout animals. Further, lean body mass composition was analyzed and was not significantly different between the two groups (Figure EV5F). This showed that although PDSS2^BKO^ animals have lower ambulatory activity, this is not due to muscle wasting in the PDSS2^BKO^ animals. To assess glucose metabolism in the PDSS2^BKO^ mice, we performed a glucose tolerance and insulin tolerance test on these mice after 2 weeks of low-fat defined diet feeding. Despite the enhanced respiration we observed, there were no significant differences in glucose or insulin tolerance in PDSS2^BKO^ mice (Figure EV5G–J). We then assessed whether PDSS2^BKO^ animals were protected from high fat diet induced weight gain. In line with their enhanced respiration rates, PDSS2^BKO^ gained significantly less body weight and had lower fat composition than control littermates when animals were fed with a 60% high fat diet for 12 weeks (Fig. 5E,F).

**Figure 5:**
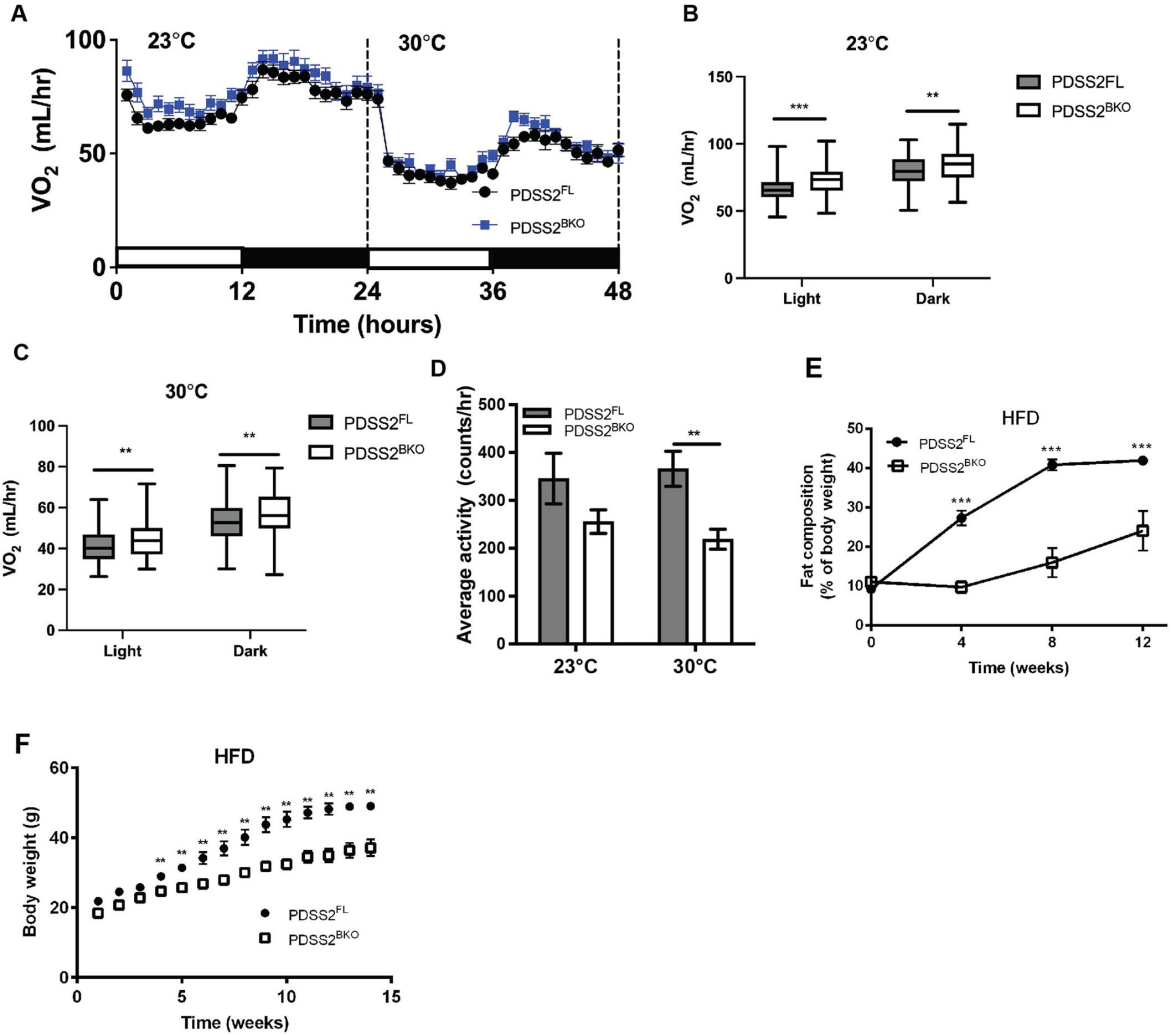
BAT CoQ deficiency modulates whole body metabolism. (**A**) Oxygen consumption rate of PDSS2^FL^ or PDSS2^BKO^ animals was monitored under 23 and 30 °C in real-time in metabolic cages using CLAMS. (**B**, **C**) Average oxygen consumption rate. Centerline represents median and box extends from 25th to 75th percentiles. (**D**) Average ambulatory activity in 24 h at 23 and 30 °C. (**E**, **F**) Body weight and fat compositions were monitored during 12 weeks of HFD feeding. Data information: (**A**–**D**) *n* = 10–11/group. (**E**, **F**) *n* = 4/group. (**A**, **D**–**F**) Data are mean ± SEM. (**B**–**F**) Results were compared using an unpaired two-tailed Student’s *t* test. Significance presented at **P < 0.01, and ***P < 0.001 compared to controls. Data describes biological replicates. Source data are available online for this figure.

**Figure EV5:**
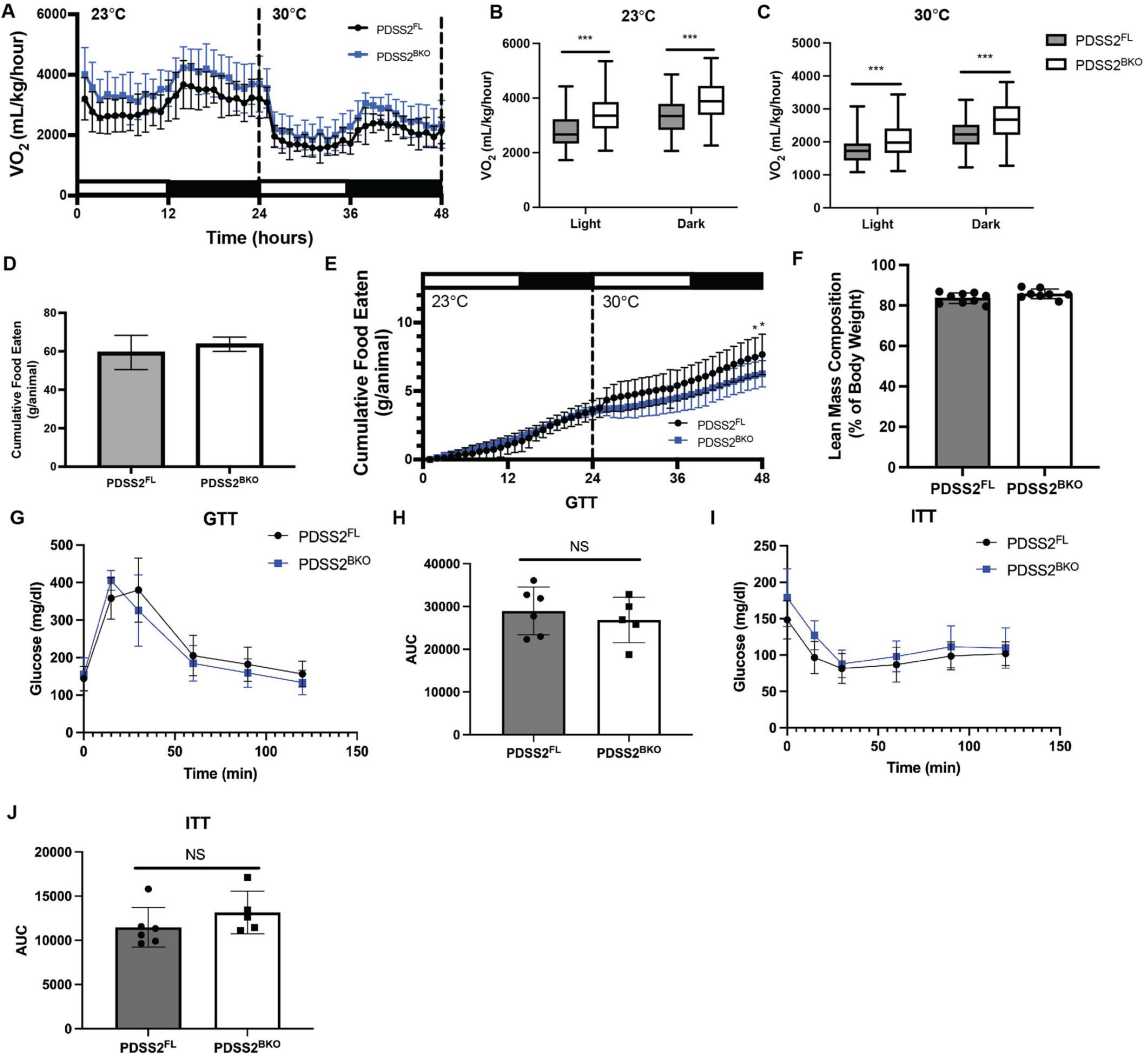
Metabolic parameters of PDSS2 knockouts. (**A**) Oxygen consumption rate of PDSS2^FL^ or PDSS2^BKO^ animals was monitored under 23 and 30 °C in real-time in metabolic cages using CLAMS. Data normalized to body weight. (**B**, **C**) Averaged oxygen consumption rate. Centerline represents median and box extends from 25th to 75th percentiles. Data normalized to body weight. (**D**) Food consumption accumulated in three weeks. (**E**) Real-time feeding data from metabolic cage run at 23 and 30 °C. (**F**) Lean mass composition of PDSS2^FL^ and PDSS2^BKO^ animals. (**G**) Glucose tolerance test (GTT) of PDSS2^FL^ and PDSS2^BKO^ animals. 2.0 g/kg body weight glucose dose administered via intraperitoneal (IP) injection. (**H**) Area under curve (AUC) analysis of GTT presented in (**G**). (**I**) Insulin tolerance test (ITT) of PDSS2^FL^ and PDSS2^BKO^ animals. 0.4 IU/kg body weight insulin dose administered via IP injection. (**J**) Area under curve (AUC) analysis of ITT presented in (**I**). Data information. (**A**–**C**) *n* = 10–11/group. (**D**–**F**) *n* = 8–9/group. (**G**–**J**) *n* = 5–6/group. Data are mean ± SEM. Results were compared using an unpaired two-tailed Student’s *t* test. Significance presented at *P < 0.05, and ***P < 0.001 compared to controls. Data describes biological replicates.

### ATF4-FGF21 axis is crucial in the metabolic adaptation to BAT CoQ-deficiency

In addition to its thermogenic function, BAT is also an endocrine tissue secreting several important metabolism regulating hormones including FGF21 (Villarroya et al, 2017). FGF21 is the master metabolic regulator in upregulation of energy expenditure and has promising therapeutic application for the treatment of obesity-related metabolic disorders (Geng et al, 2020). Thus, we wanted to explore how levels of this hormone change and affect metabolic rates in PDSS2^BKO^ mice. Interestingly, not only did 4CBA treatment rapidly induced a 30 -to -40-fold increase in FGF21 transcripts in brown adipocytes in tissue culture (Fig. 4E) but an increase in FGF21 was also observed in BAT of PDSS2^BKO^ animals (Fig. 6B). Enhanced FGF21 expression by BAT also translated to 4–5-fold increase in circulating FGF21 levels (Fig. 6C). FGF21 expression remained unchanged in other tissues including the liver, which is considered the main site of FGF21 production (Badman et al, 2007), or inguinal white adipose tissue (iWAT). These data suggests that the observed elevation of FGF21 in circulation was mainly secreted by BAT (Fig. 6D,E) and the enhanced FGF21 secretion is part of the compensatory mechanisms downstream of BAT CoQ deficiency. Moreover, ISR markers were not elevated in the liver of liver-specific PDSS2 knockout animals (PDSS2^AlbKO^) (Appendix Fig. S1A), indicating the ISR induced by CoQ deficiency is tissue-specific.

**Figure 6:**
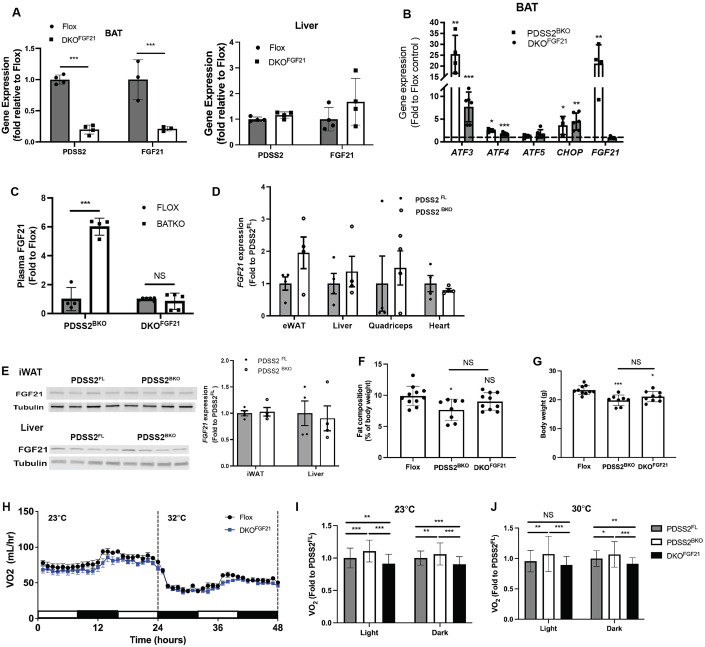
FGF21 is crucial in metabolic adaptation by BAT CoQ deficiency. (**A**) Validation of tissue-specific knockout of PDSS2 and FGF21 via gene expression analysis in BAT (left panel) and Liver (right panel) of floxed controls (Flox) or BAT-specific PDSS2 and FGF21 double knockout (DKO^FGF21^) animals, *n* = 3–4. (**B**) ISR-related gene expression in BAT of PDSS2^BKO^ or DKO^FGF21^, *n* = 4–6. (**C**) Plasma FGF21 levels of PDSS2^BKO^ and DKO^FGF21^ compared to floxed controls, *n* = 4–6. (**D**) FGF21 gene expression in tissues of PDSS2^BKO^, *n* = 4. (**E**) FGF21 protein levels in Liver or iWAT of PDSS2^BKO^, *n* = 4. (**F**, **G**) Body weight and fat content of Flox, PDSS2^BKO^ and DKO^FGF21^ after 2-week defined diet at age 10 weeks, *n* = 8–11. (**H**) Oxygen consumption rate of PDSS2^FL^ and DKO^FGF21^ animals was monitored under 23 and 30 °C in real-time in metabolic cages using CLAMS, *n* = 6. (**I**, **J**) Averaged VO_2_ of PDSS2^FL^, PDSS2^BKO^ and DKO^FGF21^ at 23 °C or 30 °C, *n* = 6–11. Data information: Data are mean ± SEM. (**A**–**E**) Results were compared using an unpaired two-tailed Student’s *t* test. (**F**, **G**, **I**, **J**) Results were compared using a one-way ANOVA test. Significance presented at *P < 0.05, **P < 0.01, and ***P < 0.001 compared to controls. Data describes biological replicates. Source data are available online for this figure.

To evaluate how enhanced FGF21 secretion in CoQ-deficient BAT influences whole-body metabolism in PDSS2^BKO^ animals, we generated BAT-specific PDSS2 and FGF21 double knockouts (DKO^FGF21^) by crossing PDSS2^BKO^ and FGF21 Flox animals. The tissue-specific knockout was verified via qPCR, showing that PDSS2 and FGF21 gene expression was decreased in the BAT of DKO^FGF21^ animals, but not in the liver (Fig. 6A). These animals were fed a low-fat defined diet prior to analysis of their phenotype. BAT from DKO^FGF21^ showed an increase in ISR-related genes *ATF3, -4, -5* and *CHOP*, like those observed in BAT of PDSS2^BKO^. However, the induction of *FGF21* expression in BAT of DKO^FGF21^ animals was blunted (Fig. 6B) and was reflected in the circulating level of FGF21 (Fig. 6C). Decreased adiposity of the PDSS2^BKO^ animals was normalized in the DKO^FGF21^ animals, as there was no significant difference in body weight or fat composition as measured by EchoMRI (Fig. 6F,G). VO_2_ rates during the light cycle and dark cycle were significantly decreased in DKO^FGF21^ animals compared to PDSS2^FL^ controls or PDSS2^BKO^ animals in either room temperature (23 °C) or in thermoneutrality (30 °C) (Fig. 6H–J). These findings reveal that the whole-body metabolic alterations observed in the PDSS2^BKO^ animals stem from increased BAT derived circulating FGF21. Enhanced expression of FGF21 has been linked to ISR pathway activation (Salminen et al, 2017). Since ATF4 is known to work upstream of FGF21 as an early ISR effector, we also studied the metabolic phenotype of BAT-specific dual ATF4/PDSS2 knockout animals (DKO^ATF4^) (Appendix Fig. S1B). DKO^ATF4^ also abolished the increased expression of FGF21 and other stress response mediators in BAT as well as increased circulating FGF21 (Appendix Fig. S1C,D). Further, body weight, fat composition and VO_2_ (Appendix Fig. S1E–I) were all also normalized in DKO^ATF4^ animals, confirming the regulatory role of the ATF4-FGF21 axis on metabolic regulation by BAT CoQ deficiency.

### BAT CoQ deficiency induces mitohormetic responses in peripheral tissues

After observing FGF21 driven enhanced whole body respiration rates in PDSS2^BKO^ mice, we wanted to understand if BAT or other organs were contributing to this surprising phenotype. To understand the BAT phenotype, oxygen consumption measurements were carried out in BAT tissue pieces isolated from PDSS2^FL^ and PDSS2^BKO^ mice. PDSS2^BKO^ mice BAT tissue pieces showed a slight decrease in respiration compared to BAT tissue pieces from floxed controls (Appendix Fig. S2A,B). These findings from isolated BAT tissue are further supported by OCR measurements of immortalized murine brown adipocytes with COQ2 silencing (Figure EV2E,F), indicating that BAT is not the organ responsible for the enhanced respiration we observe in PDSS2^BKO^ mice. Since iWAT and liver are both known mediators of FGF21 activity (Inagaki et al, 2007), oxygen consumption rates of iWAT tissue pieces and primary hepatocytes isolated from PDSS2^FL^ and PDSS2^BKO^ mice were measured next. iWAT tissue pieces from PDSS2^BKO^ mice had significantly increased (1.4-fold) oxygen consumption rates compared to PDSS2^FL^ iWAT. Unlike PDSS2^FL^ iWAT, PDSS2^BKO^ iWAT was unresponsive to FCCP treatment, suggesting that baseline respiration in PDSS2^BKO^ iWAT is already at a maximum capacity for the tissue (Fig. 7A,B). Congruent with the increase in respiration rates, iWAT lobes from PDSS2^BKO^ mice were noticeably smaller than lobes from PDSS2^FL^ mice (Fig. 7D). In contrast, primary hepatocytes isolated from PDSS2^FL^ and PDSS2^BKO^ mice had no significant differences in oxygen consumption rate (Appendix Fig. S2E,F). We next wanted to identify what pathways in iWAT were leading to the observed increased respiration rates. Past publications have reported that FGF21 is known to increase thermogenic gene expression as well as beiging in iWAT (Fisher et al, 2012). Indeed, we found a threefold increase in gene expression of UCP1 in PDSS2^BKO^ iWAT (Fig. 7E). However, this activation of the UCP1 promotor did not lead to strong induction of cre expression in iWAT as PDSS2 levels were only marginally decreased and iWAT CoQ levels remained unaffected (Fig. 7F). This suggests that the iWAT phenotype is a result of a mitohormetic BAT-derived signal and not secondary CoQ deficiency within iWAT. Immunohistochemistry analysis of iWAT revealed a striking beiging phenotype. UCP1 protein expression, pictured in red, was markedly increased in PDSS2^BKO^ iWAT and localized around beige adipocytes with smaller, multilocular lipid droplet morphology, while PDSS2^FL^ iWAT had little to no UCP1 expression and a unilocular lipid droplet morphology (Fig. 7G).

**Figure 7:**
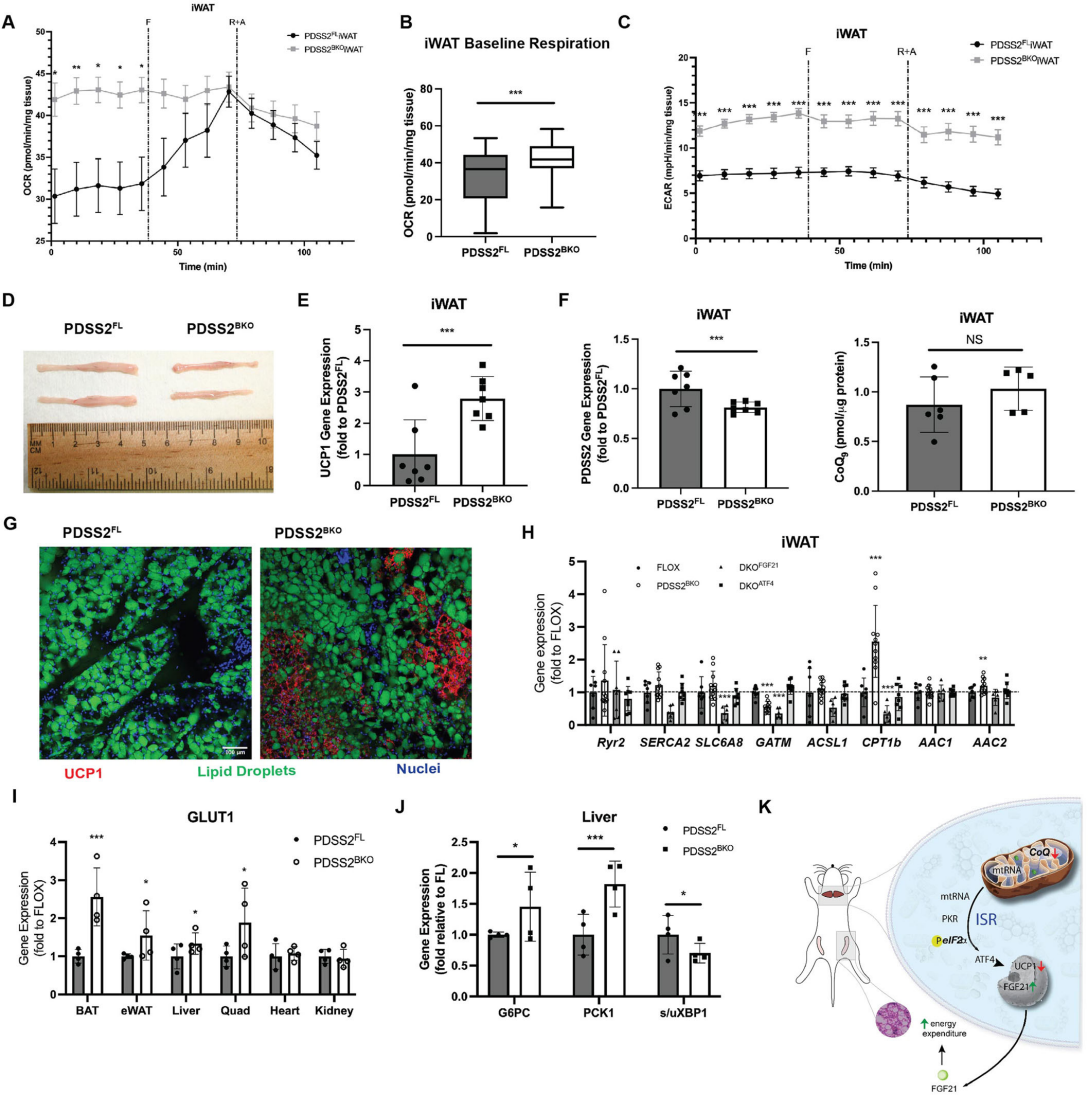
BAT CoQ deficiency induces UCP1-independent thermogenesis in peripheral tissues. (**A**) OCR of iWAT tissue pieces from PDSS2^FL^ or PDSS2^BKO^ mice. iWAT was dissected from 5 mice per group with 5 tissue pieces analyzed per mouse for a total of 25 tissue pieces analyzed per group. (**B**) Baseline respiration of iWAT tissue pieces. Data from the first 5 timepoints from the OCR trace in A were pooled and compared between PDSS2^FL^ or PDSS2^BKO^ iWAT pieces. Centerline represents median and box extends from 25^th^ to 75^th^ percentiles. iWAT was dissected from 5 mice per group with 5 tissue pieces analyzed per mouse for a total of 25 tissue pieces analyzed per group. (**C**) Extracellular acidification rate (ECAR) of iWAT tissue pieces from PDSS2^FL^ or PDSS2^BKO^ mice. iWAT was dissected from 5 mice per group with 5 tissue pieces analyzed per mouse for a total of 25 tissue pieces analyzed per group. (**D**) Representative image of iWAT lobes dissected from PDSS2^FL^ or PDSS2^BKO^ mice for size comparison. (**E**) UCP1 gene expression in iWAT of PDSS2^FL^ or PDSS2^BKO^ mice, *n* = 7. (**F**) Left panel: PDSS2 gene expression in iWAT PDSS2^FL^ or PDSS2^BKO^ mice, *n* = 7. Right Panel: CoQ_9_ levels in iWAT PDSS2^FL^ or PDSS2^BKO^ mice, *n* = 5–6. (**G**) Immunohistochemistry analysis of iWAT tissue sections from PDSS2^FL^ or PDSS2^BKO^ mice. UCP1 protein is visualized in red, lipid droplets are visualized in green and nuclei are visualized in blue. Images are representative of sections from 3-4 animals per group. Scale bar = 100 µm. (**H**) Genes of UCP1-independent thermogenesis in iWAT of BAT-specific PDSS2, ATF4 and PDSS2, or FGF21 and PDSS2 knockouts (PDSS2^BKO^, DKO^ATF4^ and DKO^FGF21^), *n* = 6–8/group. (**I**) Glut1 gene expression in various tissues of PDSS2^FL^ or PDSS2^BKO^ mice, *n* = 4. (**J**) G6PC, PCK1 and spliced/unspliced XBP1 (s/uXBP1) expression in liver from PDSS2^FL^ or PDSS2^BKO^ mice fed a high fat diet for 12 weeks *n* = 4. (**K**) Graphic scheme illustrating the mechanisms of mitohormetic responses by CoQ deficiency in BAT. Data information: (**A**–**C**, **E**, **F**, and **H**–**J**) Data are mean ± SEM. Results were compared using an unpaired two-tailed Student’s *t* test. Significance presented at *P < 0.05, **P < 0.01, and ***P < 0.001 compared to controls. Data describes biological replicates. Source data are available online for this figure.

To determine other pathways in iWAT and peripheral tissues that are upregulated by FGF21 secretion, we studied changes in expression of alternative thermogenic genes. It is known that FGF21 can induce UCP1-independent thermogenic processes in adipose and other tissues (BonDurant et al, 2017; Chen et al, 2017). Interestingly, in addition to enhanced iWAT UCP1 expression and beiging, we found upregulation of genes in mechanisms of UCP1-independent thermogenesis in iWAT of PDSS2^BKO^ animals. This included *CPT1b* involved in fatty acid futile cycling (Guan et al, 2002) and mitochondrial ADP/ATP carrier *AAC2* suggested to promote AAC-mediated H^+^ leak (Bertholet et al, 2019; Fig. 7H). In BAT upregulated genes included *SLC6A8* and *GATM* in creatine-dependent thermogenesis (Kazak et al, 2015), *Ryr2* and *SERCA2* in calcium cycling (Ikeda et al, 2017; Ukropec et al, 2006), and *AAC2* (Appendix Fig. S2D). In iWAT, the activation of UCP1-independent thermogenesis was abolished in DKO^FGF21^ and DKO^ATF4^ knockout animals, while in BAT upregulation of the pathways remained in DKO^FGF21^ animals but were abolished in DKO^ATF4^ animals. This emphasizes the regulatory roles of ATF4 in BAT and the endocrine action of FGF21 in affecting the alternative thermogenesis in peripheral tissues. In support of the gene expression data, iWAT and BAT PDSS2^BKO^ tissue pieces both exhibited increased ECAR rates compared to PDSS2^FL^ (Fig. 7C; Appendix Fig. S2C), suggesting an increase in ATP production to support the upregulation of heat producing, futile cycling pathways. Other peripheral tissues such as liver, muscle, kidney, eWAT and heart also had increased gene expression of UCP1-independent thermogenic pathways. Notably, AAC1 or AAC2 gene expression was increased in all the tested peripheral tissues (Appendix Fig. S2G–K).

Lastly, we wanted to understand FGF21’s mitohormetic effects on glucose metabolism in peripheral tissues of PDSS2^BKO^ mice. Interestingly, Glut1, a known FGF21 mediator (Ge et al, 2011) had increased expression in BAT, eWAT, liver and muscle (Fig. 7I). Further, FGF21 seemed to have a mitohormetic effect on liver of PDSS2^BKO^ mice fed a high fat diet. In line with studies that have shown that FGF21 increases hepatic gluconeogenesis (Liang et al, 2014), gene expression of G6PC and PCK1 was increased. Additionally, the ratio of spliced to unspliced XBP1, a readout for ER stress that is usually activated in obese livers, was decreased (Fig. 7J).

These findings reveal a mechanism within brown adipocytes where CoQ deficiency leads to the export of mtRNAs from the mitochondria, initiating the ISR through eIF2α phosphorylation by PKR. This phosphorylation of eIF2α subsequently causes increased transcription of stress genes, notably ATF4, resulting in elevated FGF21 expression. These data indicate circulating FGF21, secreted from CoQ-deficient BAT, exerts systemic metabolic effects, allowing PDSS2^BKO^ animals to maintain a lean phenotype. Central to this observed metabolic adaptation is the ATF4-mediated ISR signaling. Furthermore, increases in oxygen consumption rates due to beiging in iWAT might explain the observed increased respiration rates in the PDSS2^BKO^ animals in the face of UCP1 suppression. Additionally, upregulated pathways in other peripheral tissues could offer a mitohormetic advantage, as illustrated in Fig. 7K.

## Discussion

In previous studies, we established that coenzyme Q (CoQ) deficient brown adipocytes displayed lowered basal and uncoupled respiration due to suppressed uncoupling protein 1 (UCP1) expression (Chang et al, 2022). However, the mechanism by which CoQ regulates UCP1 expression remained unclear. Therefore, to further understand the downstream effects of CoQ depletion that lead to decreased UCP1 expression, we conducted RNA sequencing (RNAseq) analysis on murine brown adipocyte cells treated with 4CBA. This provided a comprehensive view of the transcriptional changes caused by CoQ deficiency. Intriguingly, the RNAseq analysis revealed an upregulation of both the integrated stress response (ISR) and the mitochondrial unfolded protein response (UPR^mt^) genes (Figs. 1B–D and EV1D). This in-vitro upregulation was consistent with findings in BAT of mice with a UCP1-cre driven knockout of the CoQ biosynthetic protein PDSS2 (PDSS2^BKO^) (Fig. 1F,G). Key observations from the 4CBA pharmacological treatment and PDSS2^BKO^ mice were further corroborated by a genetically induced CoQ deficiency model using siRNA targeting COQ2, a crucial enzyme in COQ biosynthesis and the target of 4CBA. Alongside UCP1 downregulation (Figure EV2B,C), we noted increased expression of stress-related genes (Figure EV2B,D), and a decrease in respiration rates, irrespective of the substrate provided (Figure EV2E–H). Interestingly, this stress response was not observed in a liver-specific CoQ deficiency animal strain (PDSS2^AlbKO^) (Appendix Fig. S1A), suggesting the UPR^mt^ /ISR induction by CoQ deficiency is tissue-specific (Peng et al, 2008).

Given the intricate relationship between mitochondrial dynamics and cellular stress conditions, we wanted to elucidate potential changes in mitochondria structure. CoQ deficient brown adipocytes displayed elongated and tubular mitochondria (Fig. 2A,B), impaired mitochondrial fission, and decreased phosphorylation of Drp1 (Fig. 2C). From ultrastructural analysis of mitochondria, we observed cristae hypoplasia and impaired cristae formation (Fig. 2D,E). Lipid droplets also appeared to be larger in CoQ-deficient brown adipocytes (Fig. 2A), although more in depth characterization is needed. Since it is known that CoQ is an essential cofactor for β-fatty oxidation (Liang et al, 2014), CoQ deficiency may result in impaired β-fatty acid oxidation and decreased utilization of lipids, leading to an accumulation of free fatty acids (FFAs) and a consequent increase in lipid droplet size. This is in line with the lower palmitate oxidation observed in OCR data from the COQ2 siRNA model in comparison to control cells (Figure EV2G,H). Moreover, our previous study reported enlarged lipid droplets in BAT from PDSS2^BKO^ animals, displaying a whitening phenotype (Chang et al, 2022). The physiological impact of mitochondrial fragmentation on a cell or tissue can have varying effects based on the specific type of cell, particularly for highly metabolic tissues such as BAT (Sprenger and Langer, 2019; Wikstrom et al, 2014). It has been hypothesized that such network rearrangement could help protect against further damage by enhancing the resistance of mitochondria through the exchange of essential components. This is known as the stress-induced mitochondrial hyperfusion (SIMH) pathway (Tondera et al, 2009). Moreover, in accordance with our finding, the observed fragmentation loss could be due to reduced UCP1 levels and uncoupling activity in 4CBA treated cells (Pisani et al, 2018). Considering these previous observations, we hypothesized that CoQ deficiency might induce sublethal effects, leading to an adaptive reconfiguration of the mitochondrial network. Supporting this mitochondrial quality control strategy, RNA sequencing data indicated an upregulation of several mitochondrial chaperones (Fig. 1A,B). 

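Of the mitochondrial chaperone genes, the Hsp70 member and a J-protein partner rose in the 4CBA libraries while the chaperonins and other members fell. Hspa9, the mitochondrial Hsp70 (mortalin), on chromosome 18 from 34937414 to 34954357, rose from an RPKM of 344 ± 25.0 (SD, n = 3) in CTL to 444 ± 11.0 (SD, n = 3) in 4CBA, a log2 fold change of 0.37 (standard error 0.059, adjusted p = 1.57e-04 from limma). Its partner Dnaja3 had a log2 fold change of 0.36. Hspd1, the chaperonin Hsp60 on chromosome 1 from 55077835 to 55088243, fell from 152 ± 2.08 to 111 ± 8.50 RPKM (SD, n = 3 each), a log2 fold change of −0.46 (standard error 0.06, adjusted p = 3.2e-05 from limma). Its cofactor Hspe1 was 1.34-fold lower (adjusted p = 9.92e-04 from limma), Trap1, the mitochondrial Hsp90, was 2.15-fold lower, and Grpel1, the nucleotide exchange factor of Hspa9, had a log2 fold change of −0.55. Genes of mitochondrial protein import, which deliver the proteins that these chaperones fold, mostly fell, unlike Hspa9 and Dnaja3: of 24 tested, 19 were lower, 1 was higher and 4 did not pass the test, also when adjusted over the list alone (adjusted p = 1.36e-05 from camera in limma, adjusted p = 0.207 with an estimated correlation). Tomm40l, a channel protein of the outer membrane, was 2.12-fold lower, whereas Tomm34, a cytosolic cochaperone of import, was 1.77-fold higher. The treatment time of these libraries is 24 h in the paper and 48 h in the sample labels. For Hspd1 the libraries gave a ratio of 0.729, against the paper's RT-qPCR of 1.79 at 24 h and 0.958 at 48 h.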

Mitochondria can use internal protein chaperones and proteases to mitigate proteotoxic stress by refolding or degrading misfolded proteins (Fiorese and Haynes, 2017) and can also degrade mislocalized mitochondrial proteins that fail to be imported.

To deepen our understanding of the molecular signatures downstream of CoQ deficiency leading to ISR upregulation (Fig. 3A), we identified PKR as the stress kinase responsible for ISR induction during CoQ deficiency (Fig. 3B,C). We observed an enrichment of mitochondrial RNA (mtRNA) in the cytosol, suggesting an increased export of mtRNAs in CoQ deficient cells, a mechanism that has been shown to activate PKR (Sud et al, 2016; Fig. 3D). Given that mitochondrial stress response events have a sequential order on the transcriptional level (Bar‐Ziv et al, 2020; Forsstrom et al, 2019), we strived to identify the subsequent activations of ISR and UPR^mt^ key proteins. ISR has been evaluated as an essential element to UPR^mt^ activation in response to mitochondria stressors in mammals. Our observations uncovered a well-coordinated mechanism, with eIF2α phosphorylation and ATF4 protein accumulation occurring after 7 h of 4CBA treatment (Fig. 4B,C). Gene expression of other factors involved in ISR and UPR^mt^ were induced or peaked subsequently (Fig. 4D–F), followed by UCP1 expression suppression (Fig. 4G,H). In line with our findings, other publications have reported that UCP1 and PGC1α expression is increased in the BAT of ATF4-whole body knockout mice, suggesting that ATF4 can act as a negative regulator of uncoupled respiration (Wang et al, 2010).

Next, we turned our attention to how the induction of the stress response and the expression of factors such as FGF21 affect whole body metabolism during CoQ deficiency. We assessed FGF21 levels in both in vitro and in vivo models and measured the respiration of PDSS2^BKO^ animals in metabolic cages. PDSS2^BKO^ animals displayed increased oxygen consumption compared to floxed controls (Fig. 5A–C), offering protection against diet induced obesity (Fig. 5E,F). This increased respiration and protection from diet induced obesity was dependent on BAT-derived FGF21 secretion (Fig. 6). Since FGF21 represents one of the most susceptible targets of ATF4, with three amino acid response elements (AARE) in its promoter region (Maruyama et al, 2016), we also found that upstream induction of ATF4 expression (Appendix Fig. S1) was needed to induce increased energy expenditure in PDSS2^BKO^ mice. Although liver is thought to be the primary source of FGF21 production, it can be synthesized and secreted from other tissues during stress responses as well (Forsstrom et al, 2019). Indeed, diverse tissue-specific stimuli driving FGF21 expression are accompanied by a range of metabolic repercussions on distinct organs, involving varied signaling pathways and functional outcomes, as described by Spann et al (2021). Importantly, these data provide clear evidence that BAT-derived FGF21 can significantly contribute to circulating FGF21 levels and metabolic responses.

To determine the metabolic repercussion of FGF21, we next explored what pathways may be leading to the observed resistance to diet induced obesity in PDSS2^BKO^ mice. Similar to the PDSS2^BKO^ mice, another study found that genetically engineering liver, adipose tissue, or skeletal muscle to secrete FGF21 using adeno-associated virus (AAV), prevented weight gain and insulin resistance associated with aging (Jimenez et al, 2018). Recent reports also showed that ATF4 is required for metabolic adaptation in the BAT-specific OPA1 and BAT-specific Lrpprc knockout animals (Paulo et al, 2021; Pereira et al, 2021), illustrating the essential roles of ISR in metabolic adaptation. Interestingly, UCP1KO animals also exhibit protection from diet-induced obesity due to increased shivering to compensate for a lack of UCP1 (Liu et al, 2003). Although PDSS2^BKO^ animals have decreased UCP1 expression, they exhibit increased respiration unlike UCP1KO animals. This suggested that perhaps the animals increased non-shivering thermogenic pathways to compensate for a lack of UCP1. To assess the autocrine role of FGF21, we first studied metabolic alterations to BAT. Although we do observe increased gene expression of UCP1-independent thermogenic pathways in BAT (Appendix Fig. S2D), BAT tissue pieces isolated from PDSS2^BKO^ animals displayed decreased respiration rates compared to floxed controls (Appendix Fig. S2A,B), suggesting that BAT is not the primary organ responsible for the enhanced respiration in PDSS2^BKO^ mice.

This prompted us to study peripheral organs to understand the downstream mitohormetic effects of BAT-CoQ deficiency. Interorgan mitohormesis has been well studied in C. elegans, with one study reporting a propagation of the UPR^mt^ from neurons to the periphery in C. elegans, leading to increased longevity (Durieux et al, 2011). This mitohormetic interorgan communication has only recently been explored in mammals. Interestingly, one recent study showed that small extracellular vesicles (sEVs) released from adipocytes in response to an artificial mitochondrial stress can activate a protective pathway in cardiomyocytes, exemplifying inter-organ mitohormesis in mammalian systems (Crewe et al, 2021). Notably, several studies have highlighted white adipose tissue (WAT) and the liver as main targets of systemic FGF21 effects. This led us to hypothesize that these organs might be responsible for the increased respiratory rate observed in PDSS2^BKO^. While primary hepatocytes isolated from PDSS2^BKO^ liver did not have significant differences in respiration compared to controls (Appendix Fig. S2E,F), we detected metabolic remodeling in WAT, evidenced by higher oxygen consumption rates (OCR) in freshly isolated inguinal white adipose tissue (iWAT) from PDSS2^BKO^ mice compared to iWAT from floxed controls (Fig. 7A,B). Numerous studies (Abu-Odeh et al, 2021; Fisher et al, 2012; Machado et al, 2022) have shed light on FGF21’s role in white adipose tissue browning and metabolic regulation. We observed increased iWAT browning in PDSS2^BKO^ mice, which we had briefly reported in the past (Chang et al, 2022). Here, we report increased gene expression of UCP1, and immunohistochemistry analysis revealed increased protein expression of UCP1, localized around adipocytes with a multilocular lipid droplet morphology (Fig. 7E,G). Other mitohormetic effects of FGF21 on peripheral tissues (Chen et al, 2017),were also observed, such as increased gene expression of UCP1-independent thermogenesis in iWAT, liver, muscle, heart, kidney and eWAT (Fig. 7H; Appendix Fig. S2G–K), and changes to glucose metabolism (Fig. 7I,J). Overall, the data present a unique model whereby a signal derived from dysfunctional BAT results in interorgan crosstalk, particularly between BAT and iWAT, resulting in mitohormetic effects on whole-body metabolism.

Although we identify FGF21 as a stress-induced factor required for potential crosstalk between BAT and WAT, unraveling the global contribution and activity of FGF21 as a distal signal in every organ remains challenging and still poses several knowledge gaps. Some studies have reported FGF21’s direct action on adipose tissue (Samms et al, 2016), whereas other studies propose that FGF21 acts through the central nervous system (CNS) to assert metabolic benefit (Bar-Ziv et al, 2020; Liang et al, 2014). Thus, it remains uncertain whether FGF21 acts directly or indirectly through the CNS in the proposed model. Additionally, other metabolic modulators secreted from CoQ-deficient BAT might also influence systemic metabolic alteration, such as GDF-15 (Xiao et al, 2022) or extracellular vesicles (Crewe et al, 2021). Future research will focus on identifying contributions of other organs and further secreted factors involved in interorgan communication within the proposed model and the mechanisms by which these signals are propagated. Overall, the unexpected consequences of BAT CoQ deficiency, including a seemingly paradoxical anti-obesity response, are likely to have important implications for our understanding of CoQ-related disorders and previously unknown BAT-dependent effects of statin therapy. Furthermore, comparing various stressors and their responses could be crucial for understanding tissue susceptibility to stress and interorgan adaptation.

## Methods

For reagents and tools, please see Table 1.

**Table 1:** Reagents and tools.

Reagent/resource	Source	Identifier/catalog number/sequence
rt-qPCR primers		
Ucp1	Integrated DNA Technologies	Mm.PT.58.7088262
Mthfd2	Integrated DNA Technologies	Mm.PT.58.43172230
Gdf15	Integrated DNA Technologies	Mm.PT.58.13112185
Psat1	Integrated DNA Technologies	Mm.PT.58.21738493
Phgdh	Integrated DNA Technologies	Mm.PT.58.10927981
Atf3	Integrated DNA Technologies	Mm.PT.58.41654515
Atf4	Integrated DNA Technologies	Mm.PT.58.31755577
Atf5	Integrated DNA Technologies	Mm.PT.58.13930057
Chop	Integrated DNA Technologies	Mm.PT.58.30882054
Fgf21	Integrated DNA Technologies	Mm.PT.58.29365871.g
Lonp1	Integrated DNA Technologies	Mm.PT.58.8021338
Ppia	Integrated DNA Technologies	Mm.PT.39a.2.gs
Hsp60	Integrated DNA Technologies	Mm.PT.58.13557954
Clpp	Integrated DNA Technologies	Mm.PT.58.7137305
Bip	Integrated DNA Technologies	Mm.PT.58.6115287.g
COQ2	Integrated DNA Technologies	Mm.PT.58.9367270
PDSS2	Integrated DNA Technologies	Mm.PT.58.9704081
UCP1	Integrated DNA Technologies	Hs.PT.58.39157006
PPIA	Thermo Fisher Scientific	Hs01565700_g1
HSP60	Thermo Fisher Scientific	Hs01036753_g1
ATF4	Thermo Fisher Scientific	Hs00909569_g1
ATF5	Thermo Fisher Scientific	Hs00247172_m1
FGF21	Thermo Fisher Scientific	Hs00173927_m1
CHOP	Thermo Fisher Scientific	Hs99999172_m1
LONP1	Thermo Fisher Scientific	Hs00998407_m1
ND1	Integrated DNA Technologies	N/A (Custom) Forward: CTAGCAGAAACAAACCGGGC Reverse: CCGGCTGCGTATTCTACGTT
ND4	Integrated DNA Technologies	N/A (Custom) Forward: CAACCAAACTGAACGCCTAAAC Reverse: GAGGGCAATTAGCAGTGGAATA
ND5	Integrated DNA Technologies	N/A (Custom) Forward: CGGAGCCCTAACCACATTATT Reverse: GCCTAGTTGGCTTGATGTAGAG
CYTB	Thermo Fisher Scientific	Mm04225271_g1
Ryr2	Thermo Fisher Scientific	Mm00465877_m1
SDHB	Thermo Fisher Scientific	Mm00458272_m1
Serca2	Integrated DNA Technologies	Mm.PT.58.5303089
Slc6a8	Integrated DNA Technologies	Mm.PT.58.6422914
Gatm	Integrated DNA Technologies	Mm.PT.56a.42547208
Acsl1	Integrated DNA Technologies	Mm.PT.58.29312796
Cpt1b	Integrated DNA Technologies	Mm.PT.58.2340927
Aac1	Integrated DNA Technologies	Mm.PT.58.30852882
Aac2	Integrated DNA Technologies	Mm.PT.58.32860004
Glut1	Integrated DNA Technologies	Mm.PT.58.7590689
G6pc1	Integrated DNA Technologies	Mm.PT.58.11964858
Pck1	Integrated DNA Technologies	Mm.PT.5811992693
sXBP1	Integrated DNA Technologies	N/A (Custom) Forward: GCTGAGTCCGCAGCAGGT Reverse: CAGGGTCCAACTTGTCCAGAAT
uXBP1	Integrated DNA Technologies	N/A (Custom) Forward: CAGACTACGTGCACCTCTGC Reverse: CAGGGTCCAACTTGTCCAGAAT
Antibodies		
ATF4	Cell Signaling Technology	Cat# 11815, RRID:AB_2616025
Phospho-eIF2α (Ser51)	Cell Signaling Technology	Cat# 3398, RRID:AB_2096481
eIF2α	Cell Signaling Technology	Cat# 9722, RRID:AB_2230924
Phospho-Drp1 (Ser616)	Cell Signaling Technology	Cat# 3455, RRID:AB_2085352
Drp1	Abcam	Cat# ab184247
VDAC1/Porin	Abcam	Cat# ab154856, RRID:AB_2687466
FGF21	Abcam	Cat# ab171941, RRID:AB_2629460
beta Tubulin	Abcam	Cat# ab131205, RRID:AB_11156121
beta Actin	Sigma-Aldrich	Cat# A1978, RRID:AB_476692
ATF3	Abcam	Cat# ab207434, RRID:AB_2734728
UCP1	Abcam	Cat# ab209483 RRID:AB_2722676
UCP1 (E9Z2V) XP Rabbit mAb	Cell Signaling Technology	Cat# 72298
PKR (B-10)	Santa Cruz	Cat#sc-6282 RRID:AB_628150
Phospho-PKR (Thr451)	Thermo Fisher Scientific	Cat#44-668G RRID:AB_2533716
GCN2	Cell Signaling Technology	Cat# 3302, RRID: AB_2277617
PERK (C33E10) Rabbit mAb	Cell Signaling Technology	Cat# 3192, RRID: AB_209584
IRDye 680LT Goat anti-Mouse IgG antibody	LI-COR Biosciences	Cat# 925-68020, RRID:AB_2687826
IRDye 800CW Goat anti-Rabbit IgG antibody	LI-COR Biosciences	Cat# 925-32211, RRID:AB_2651127
Alexa Fluor 594 nm Donkey anti-Rabbit IgG antibody	Jackson ImmunoResearch Laboratory Inc.	Cat# 711-585-152, RRID:AB_2340621

### Mouse model

All animal experiments were approved and performed under the guidelines and ethical regulations established by the UC Berkeley Animal Care and Use Committee under the protocol ID AUP-2019-05-12180-1. The animals were housed in an AAALAC-certified facility and supervised by licensed technicians. They were monitored daily by the Office of Laboratory Animal Care (OLAC) veterinary lab staff for any health conditions during the course of the experiments. Brown-fat specific PDSS2 knockout (PDSS2^BKO^) mice were generated by crossing PDSS2-LoxP mice (gift from Dr. Gasser) (Galmozzi et al, 2014) with UCP1-cre mice (mouse model developed by the Rosen lab deposited in JAX, stock #024670) on a C57BL/6J background. Liver-specific PDSS2 knockouts (PDSS2^AlbKO^) were also generated by crossing PDSS2-LoxP mice with Albumin-cre mice (Postic et al, 1999) (JAX, stock # 003574). Animals were fed a regular chow diet (LabDiet 5053) under the ambient temperature at 23 °C. Male animals aged between 6 and 8 weeks old were fed defined diet (Research diet D12450J) for two to three weeks before experiments, unless described otherwise. The defined diet contains only 32% of CoQ content compared to standard chow; thus, it is suitable in our experiments for limiting CoQ intake. Diet-induced obesity was performed on male animals at 6 weeks old. Mice were fed with a 60 kcal% fat diet (Research diet D12492) for 12 weeks. Food consumption was monitored once per week, and accumulated food consumption was shown as accumulated amount over three weeks per animal. PDSS2 flox allele control animals (PDSS2^FL^) were used as control relative to PDSS2^BKO^. Brown fat-specific PDSS2 and FGF21 double knockout (DKO^FGF21^) mice were generated by crossing PDSS2^BKO^ with FGF21-LoxP mice (Potthoff et al, 2009) (JAX stock #022361). Brown fat-specific PDSS2 and ATF4 double knockout DKO^ATF4^ were generated by crossing PDSS2^BKO^ with ATF4-LoxP mice (Ebert et al, 2012). Flox/Flox littermates were used as control, respectively. All animal studies were performed using age-matched male mice (8–12 weeks), cohorts greater than or equal to five mice per genotype or treatment and repeated at least twice.

### Cell cultures

#### Immortalized murine brown adipocytes

The immortalized murine brown preadipocyte line is a generous gift from Shingo Kajimura (Galmozzi et al, 2014). Cells were cultured in DMEM supplemented with 10% FBS, 1% penicillin, and streptomycin. Murine brown adipocytes were prepared from adipogenic differentiation of the confluent preadipocytes with DMEM containing 10% FBS, penicillin/streptomycin (P/S) and differentiation cocktails (850 nM insulin, 2 nM T3, 125 nM indomethacin, 0.5 mM 3-isobutyl-1-methylxanthine, 1 µM dexamethasone, and 1 µM rosiglitazone) for 2 days. Two days after induction, cells were switched to a maintenance medium containing 10%FBS, P/S, insulin, T3 and rosiglitazone. Experiments assessing CoQ deficiency on thermogenic function were performed on day 4–6 of differentiation (48 h) or day 5–6 (24 h) in the presence of 4-chlorobenzoic acid (4CBA, 4 mM) or vehicle (0.1% DMSO and 1% ethanol in culture medium) for murine adipocytes. ISR inhibitors were added with 4CBA (4 mM) in the maintenance medium at day 5 of differentiation, for 24 h to assess UCP1 rescue effects. ISRIB (200 nM), GSK (1 µM), A92 (10 µM), Imoxin (2 µM), or 7DG (10 µM). The cell line is tested negative for mycoplasma contamination.

#### Human beige cells

Human mesenchymal stem cells isolated from subcutaneous fats were purchased from ZenBio and cultured in DMEM/F12 supplemented with 10% FBS, 5 ng/ml bFGF and FGF, 10 mM HEPES, 1% penicillin and streptomycin. Beige adipogenesis was induced 2 days post confluence with DMEM/F12 (10% FBS, 10 mM HEPES, Pen/Strep) in the presence of the aforementioned differentiation cocktail for 3 days (Day0–Day3). Cells were then switched to DMEM/F12 (10% FBS, 10 mM HEPES, Pen/Strep) containing insulin and T3 for 5 days. 4 mM 4CBA or vehicle (0.1% DMSO and 1% ethanol in culture medium) were added at day 8 to day 10 of differentiation. The cell line is tested negative for mycoplasma contamination.

#### Primary hepatocyte isolation

Primary hepatocytes were isolated from mouse livers as described in Parlakgül et al (2022). Briefly, mice were anesthetized using 300 mg/kg ketamine and 30 mg/kg xylazine in PBS. Perfusion of the liver was carried out through the portal vein using 50 mL of buffer I (11 mM Glucose, 200 μM EGTA, 1.17 mM MgSO_4_ heptahydrated, 1.19 mM KH_2_PO_4_, 118 mM NaCl, 4.7 mM KCl, 25 mM NaHCO_3_, pH 7.32) via an osmotic pump at a speed of 4 mL/min. After the liver turned pale, the pump speed was increased to 7 mL/min. 50 mL of buffer II (11 mM Glucose; 2.55 mM CaCl_2_; 1.17 mM MgSO4 heptahydrated; 1.19 mM KH_2_PO_4_; 118 mM NaCl; 4.7 mM KCl; 25 mM NaHCO_3_; BSA (bovin serum albumin) fatty acid free 7.2 mg/mL; 0.18 mg/mL of Liberase^TM^ (Sigma)) was then pumped through the liver. Hepatocytes were carefully released and centrifuged at 500 rpm for 5 min. Hepatocytes were washed two times with 25 mL of Williams E Media containing 5% cosmic calf serum (CCS) and 1 mM glutamine. Hepatocytes were then layered on a 30% Percoll gradient and centrifuged at 1500 rpm for 15 min. The healthy cells were recovered at the bottom of the tube, resuspended in Williams E Media containing 5% CCS and 1 mM glutamine and plated at a density of ~30,000 cells/well in a 24-well SeaHorse plate coated with type I collagen (Sigma).

### siRNA-mediated knockdown of target genes

Scramble or predesigned siRNA targeted to mouse ATF4, ATF5, CHOP, COQ2 or HRI (MISSION siRNA, MilliporeSigma) was diluted in Lipofectamine RNAiMAX reagent and applied on day 3 of differentiating adipocytes overnight (20 pmol of siRNA per one well of 12-well plate), and then cells were switched to a maintenance medium containing 10% FBS, P/S, insulin, T3 and rosiglitazone. siRNA universal negative controls were used as a control for silencing experiments (MISSION siRNA, MilliporeSigma). For all siRNAs besides COQ2, 4CBA treatment occurred on day 5 to day 6 of differentiation.

### Mitochondria isolation

Mitochondria were isolated as previously described (Stefely and Pagliarini, 2017). Briefly, murine brown adipocytes were trypsinized, washed in PBS and resuspended in STE buffer (250 mM sucrose, 5 mM Tris and 2 mM EGTA, pH 7.4) with 1% BSA. Cells were homogenized using 10 strokes with a tight fit dounce homogenizer. Cells were then centrifuged at 8500 × *g* for 10 min at 4 °C and the pellet was resuspended in STE with 1% BSA. Centrifugation at 700 × *g* for 10 min at 4 °C was done to get rid of nuclei. The nuclei pellet was discarded, and the supernatant was transferred to a new tube and centrifuged at 8500 × *g* for 15 min at 4 °C to pellet the crude mitochondrial fraction.

### Oxygen consumption measurements

#### Tissue pieces

For assessing respiration in iWAT and BAT, the protocol by Bugge et al (2014) was followed with minor modifications. Briefly, freshly isolated mouse BAT and iWAT pieces were rinsed with XF-DMEM (Agilent) supplemented with 25 mM HEPES. The tissues were thoroughly cleaned of non-adipose material and blood vessels and cut into ~10 mg pieces. After repeated rinses, every piece was placed in the center of a well of XF24 Islet Capture microplate (#101122-100 Seahorse, Agilent) and then covered with the customized screens provided by the manufacturer. Immediately after, XF-DMEM, supplemented with 1 mM sodium pyruvate, 25 mM glucose and 1 mM glutamine, was added to each well. Then OCRs were analyzed with a Seahorse XFe24 Extracellular Flux Analyzer (Agilent, Santa Clara, CA, USA). To stimulate mitochondrial respiration in iWAT, carbonyl cyanide 4-(trifluoromethoxy) phenylhydrazone (FCCP; Sigma-Aldrich, St. Louis, MO), antimycin A (Sigma-Aldrich, St. Louis, MO) and rotenone (Sigma-Aldrich, St. Louis, MO) were injected at specific time points at a final concentration of 20 µM for each compound.

#### Immortalized murine brown adipocytes

Oxygen consumption rate (OCR) was measured in differentiated brown adipocytes using the Seahorse XFe24. Brown adipocytes were cultured in a 24-well Seahorse plate. Before the experiments, cells were incubated in the XF assay medium supplemented with 10 mM glucose, 2 mM sodium pyruvate, and 2 mM GlutaMAX in a 37 °C CO_2_ free incubator for an hour. Cells were subjected to the mitochondrial stress test by sequentially adding oligomycin (1 µM), FCCP (1 µM), and antimycin/rotenone mix (1 µM/1 µM).

To determine fatty acid oxidation, cells were treated overnight with substrate limitation medium (DMEM supplemented with glucose 0.5 mM, glutamine 1 mM, FBS 1% and L-carnitine 0.5 mM). Then, before the assay, cells were treated with XF Base medium supplemented with 2 mM glucose, 0.5 mM carnitine and Palmitate (200 µM) dissolved in BSA (6:1, Palmitate: BSA ratio) and incubated for 1 h at 37 °C without CO_2_. Fatty acid oxidation test was performed with Seahorse XFe24 by sequentially adding Etomoxir (Sigma-Aldrich, St. Louis, MO) (4 µM) or medium, oligomycin (1 µM), FCCP (1 µM), and antimycin/rotenone mix (1 µM/1 µM). Measurements were normalized on protein content performed by BCA assay.

#### Murine primary hepatocytes

Primary hepatocytes were isolated and seeded into type I collagen (Sigma) coated 24-well SeaHorse plates and allowed to attach overnight. Oxygen consumption rate (OCR) was measured using the SeaHorse XFe24. Before the experiments, cells were incubated in the XF assay medium supplemented with 20 mM glucose and 1 mM sodium pyruvate, in a 37°C CO_2_ free incubator for an hour. Cells were subjected to the mitochondrial stress test by sequentially adding oligomycin (2 µM), FCCP (1 µM), and antimycin/rotenone mix (2 µM/2 µM). Measurements were normalized on protein content performed by BCA assay.

### RNA preparation and quantitative RT-PCR

mRNA was extracted from tissues or in vitro cultures with TRIzol reagent (Invitrogen) and purified using Direct-zol RNA miniprep (R2055, Zymo) following the manufacturer’s instruction with DNase treatment. Cytosolic RNA was extracted from in vitro murine brown adipocyte cells using the Cytoplasmic and Nuclear RNA purification Kit (21000, Norgen Biotek Corp.) following the manufacturer’s instructions with DNase treatment. Mitochondrial RNA was extracted from isolated mitochondria fraction. Briefly, the mitochondrial pellet was resuspended in STE buffer and treated with 7 µL of RNase I (10 U/µL) (EN0601, Thermo Scientific) for 5 min on ice to remove remaining non-mitochondrial RNA. The mitochondrial suspension was then centrifuged at 8500 × *g* for 20 min at 4 °C and the remaining pellet was resuspended in TRIzol reagent (15596018, Invitrogen) for downstream extraction of mitochondrial RNA using Direct-zol RNA miniprep (R2055, Zymo) with DNase treatment. cDNA was synthesized using Maxima First Strand cDNA synthesis kit (K1672, thermo scientific), and 10–20 ng cDNA was used for qPCR on a QuantStudio 5 real-time PCR system with either TaqMan Universal Master Mix II and validated PrimeTime primer probe sets (Integrated DNA Technologies), or Maxima SYBR Green/ROX qPCR Master Mix (2×) (K0221, Thermo Scientific) and designed primers. The ΔCt method was used to comparatively assess gene expression. Primer sequences are listed in the Reagents and Tools table.

### RNA-sequencing

Murine brown adipocytes were treated with/without 4CBA (4 mM) for 24 h, and *n* = 3 independent biological replicates were pooled to generate total RNA samples. Sequencing libraries were constructed from mRNA using KAPA mRNA HyperPrep Kit (KK8580) and NEXFlex barcoded adapters (Bioo Scientific). High-throughput sequencing was performed using a HiSeq 2500 instrument (Illumina) at the UC Berkeley QB3 Core. Raw reads were mapped using STAR (Dobin et al, 2013) against mouse (mm10) genome. DESeq2 (Love et al, 2014) was used to determine differential gene expression. Enriched transcription factor binding sites in gene promoters were identified using HOMER (Heinz et al, 2010). The RNAseq dataset produced in this study is available at the Gene Expression Omnibus (GEO) under accession GSE165940.

### Plasma FGF21

Plasma collected using EDTA was used for FGF21 determination by Mouse/Rat FGF-21 Quantikine ELISA Kit (R&D System) per the manufacturer’s instruction.

### In vivo respirometry

Between 6- and 8-week-old male animals were fed a low-fat defined diet (Research Diets D12450J) under ambient temperature (23 °C) for 2 weeks. Food intake and body weight were monitored three times a week. After 2 weeks of low-fat defined diet feeding, body composition of animals were measured using an EchoMRI^TM^-100V Body Composition Analyzer (EchoMRI^TM^). Whole-body energy expenditure (VO_2_, VCO_2_) was recorded at indicated environmental temperatures using a Comprehensive Lab Animal Monitoring System (CLAMS, Columbus Instruments). Data were imported and analyzed using the web-based analysis tool for indirect calorimetry experiments (CalR) (Mina et al, 2018).

### Mitochondrial morphology assessment

Murine brown adipocytes were differentiated from immortalized preadipocytes and treated with 4CBA (4 mM) as previously described. Cells were incubated with Mito Tracker Deep Red (Thermo Fisher Scientific, Roskilde, Denmark) (100 nM) in culture media at 37 °C for 40 min. Then cells were washed twice with PBS and incubated with Hoechst (Thermo Fisher Scientific, Roskilde, Denmark) (2 μg/ml) and BODIPY 3922 (Thermo Fisher Scientific, Roskilde, Denmark) (1 μM), for nuclei and lipid droplets staining, respectively, for 10 min before imaging. Then, samples were washed twice in PBS and kept in FluoroBright DMEM (Gibco) supplemented with 1 mM glutamine. Microscope imaging was taken using ZEISS LSM 880 with a ×100/1.4NA oil immersion objective. The aspect ratio (ratio between centerline length and average width) and roundness were employed as mitochondrial morphometric parameters, according to Marchi et al (2017). FIJI standard tools were used to analyze images. At least five randomly chosen fields for each condition were analyzed. Representative images shown in the paper were cropped for detail using FIJI. To emphasize the fluorescent structures of mitochondria, representative images were separated into respective channels, the red channel was selected, and the fields were segmented using an otsu-thresholding method with identical parameters for each image.

For transmission electron microscopy, murine brown adipocytes were treated with 4 mM 4CBA for 48 h and fixed in FGP fixative (2.5% formaldehyde, 5% glutaraldehyde, 0.06% piric acid, 0.1 M cacodylate buffer, pH 7.4). Samples were rinsed in 0.1 M sodium cacodylate buffer, pH 7.2, and immersed in 1% osmium tetroxide with 1.6% potassium ferricyanide in 0.1 M sodium cacodylate buffer for 30 min. Samples were rinsed in buffer and briefly washed with distilled water (1**×**; 1 min, RT), then subjected to an ascending ethanol gradient followed by pure ethanol. Samples were progressively infiltrated with Epon resin (Electron Microscopy Sciences) and polymerized at 60 °C for 24–48 h. Following polymerization, the glass coverslips were removed using ultra-thin Personna razor blades (Electron Microscopy Sciences) and liquid nitrogen exposure, as needed. Regions of interest were cut and mounted on a blank resin block with cyanoacrylate glue for sectioning. Thin sections (80 nm) were cut using a Leica UC6 ultramicrotome (Leica, Wetzlar, Germany) from the surface of the block and collected onto formvar-coated 50 mesh grids. The grids were post-stained with 2% uranyl acetate followed by Reynold’s lead citrate, for 5 min each. The sections were imaged using a FEI Tecnai 12 120 kV TEM (FEI) and data recorded using a Gatan Rio 16 CMOS with Gatan Microscopy Suite software (Gatan Inc). Fiji was used to analyze cristae formation. Three independent experiments were carried out for each treatment group with 50–60 mitochondria analyzed per independent experiment.

### Immunohistochemistry analysis of iWAT

iWAT was dissected, fixed in 4% paraformaldehyde at 4 °C overnight, cryopreserved in 30% sucrose at 4 °C overnight and embedded in Neg50. iWAT pieces were sectioned to generate 10 µm slices, washed with 1×PBS and blocked with a blocking buffer (HBSS fortified with: 10% FCS, 0.1% BSA, 0.05% saponin, and 2% donkey serum) for 1 h. Samples were incubated in UCP1 primary antibody (1:100) (Cell Signaling) diluted in blocking buffer overnight at 4 °C. Samples were washed with blocking buffer three times. Alexa Fluor 594 nm donkey anti-rabbit IgG secondary antibody (1:800) (Jackson ImmunoResearch Laboratory Inc.), 1.5 μg/mL Dapi and 3 μM BODIPY 3922 diluted in blocking buffer was applied to samples for 2 h at room temperature. Samples were mounted using Prolong Gold Antifade reagent (Cell Signaling) and imaged with a Zeiss LSM 710 confocal microscope.

### Glucose and insulin tolerance tests

Prior to a glucose tolerance test (GTT), mice were fasted with free access to water for 6 h. Prior to an insulin tolerance test (ITT), mice were fasted with free access to water for 4 h. Following the fast, a baseline glucose measurement is established by nicking the tail and collecting a small amount of blood onto a glucometer with glucose test strips. Then mice are injected intraperitoneally with either 2.0 g/kg body weight of glucose for a GTT or 0.4 IU/kg body weight of insulin for an ITT. Blood glucose measurements were then conducted 15, 30, 60, 90 and 120 min after the injection.

### Immunoblot

BAT mitochondria were isolated as previous described (Anderson et al, 2015), and protein lysates were extracted using RIPA lysis buffer. 25–30 μg of total cellular proteins were separated by gel electrophoresis on either a 4–20% gradient TGX gels or 7.5% SuperSep Phos-Tag Gel (Fujifilm Wako Chemicals) and transferred onto PVDF or nitrocellulose membranes using Trans-Blot Turbo Transfer system (BioRad). If using the SuperSep Phos-tag Gel, gels were incubated in transfer buffer with 10 mmol/L EDTA to remove Zn^2+^ prior to transfer. Proteins were detected with the indicated antibodies listed in the Reagents and Tools table, and blots were imaged using Odyssey Imaging System. Image Studio Lite was used for protein quantification.

### Experimental study design

No sample-size calculation was performed to determine sample size, rather sample size was determined based on commonly used standards and experience in the field. For work with cell culture, a sample size of *n* = 3–8/group was used. For gene and protein expression in mouse tissue, a sample size of *n* = 4–6/group was used. For body weight, body composition and respiration measurements, in animals, a sample size of *n* = 4–10/group was used. Samples were randomized in in vitro studies. For in vivo experiments, only age-matched male mice per group were used in the study, and no other criteria were considered. For blinding, mice and samples were numbered independent of the genotypes.

### Statistical analysis

All measurements were taken from distinct samples. Data were analyzed using Prism and are expressed as mean ± SEM. Statistical significance was determined by unpaired two-tailed Student’s *t* test or one-way ANOVA for the comparison of two conditions. Significance presented at *P < 0.05, **P < 0.01, and ***P < 0.001 compared to controls or otherwise indicated.

## Supplementary information

Appendix

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Fig. 6

Source Data Fig. 7

Appendix Figure S2 Source Data

Peer Review File

Expanded View Figures

## Data Availability

RNA-sequencing data are available for public use at the Gene Expression Omnibus (GEO) under accession GSE165940. Other data that supports the findings of this manuscript can be found in this article or obtained from the corresponding author upon request.

# Supplementary material for: Brown adipose tissue CoQ deficiency activates the integrated stress response and FGF21-dependent mitohormesis
**Source:** EMBO J. 2024 Jan 11;43(2):2. doi: 10.1038/s44318-023-00008-x
**Supplement:** Supplementary file 3 — Source Data Fig. 2

Images taken by confocal microscopy using a Zeiss LSM 880 of murine brown adipocyte cells treated with a vehicle control (CTL) or 4CBA. Mitochondria is pictured in red, lipid droplets are pictured in green and nuclei are pictured in blue.

# Supplementary material for: Brown adipose tissue CoQ deficiency activates the integrated stress response and FGF21-dependent mitohormesis
**Source:** EMBO J. 2024 Jan 11;43(2):2. doi: 10.1038/s44318-023-00008-x
**Supplement:** Supplementary file 3 — Source Data Fig. 2

Images taken using transmission electron microscopy with the FEI Tecnai 12 120kV TEM (FEI) of murine brown adipocyte cells treated with vehicle control (CTL) or 4CBA.

# Supplementary material for: Brown adipose tissue CoQ deficiency activates the integrated stress response and FGF21-dependent mitohormesis
**Source:** EMBO J. 2024 Jan 11;43(2):2. doi: 10.1038/s44318-023-00008-x
**Supplement:** Supplementary file 8 — Source Data Fig. 7

Representative image of inguinal white adipose tissue (iWAT) lobes dissected from floxed control (PDSS2FL) and brown adipose tissue specific PDSS2 knockout (PDSS2BKO) mice.

# Supplementary material for: Brown adipose tissue CoQ deficiency activates the integrated stress response and FGF21-dependent mitohormesis
**Source:** EMBO J. 2024 Jan 11;43(2):2. doi: 10.1038/s44318-023-00008-x
**Supplement:** Supplementary file 8 — Source Data Fig. 7

Confocal microscopy images taken using a Zeiss LSM 710 microscope of inguinal white adipose tissue (iWAT) sections from floxed control (PDSS2FL) and brown adipose tissue specific PDSS2 knockout (PDSS2BKO) mice. UCP1 is pictured in red, lipid droplets are pictured in green and nuclei are pictured in blue.

How the deposited data were processed for this re-analysis (not part of the article)

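Messenger RNA of murine brown adipocytes was sequenced in 6 libraries, 3 of vehicle-treated cells (CTL) and 3 of cells treated with 4 mM 4CBA. Groups and replicate numbers were taken from the sample labels, and the treatment time is 24 h in the paper and 48 h in the labels. The authors mapped the reads with STAR to mm10, counted reads over exons with HOMER, keeping 1 RefSeq isoform per gene, and deposited RPKM values (reads scaled for exon length and for depth) for 24537 genes. The header of that table names 24 libraries processed together, of which 6 are its columns. The authors also deposited a table of log2 values of the same libraries, which appear to be a regularized log transform, although the transform is not stated. The same table holds the p-values, adjusted p-values and log2 fold changes of the authors' comparison of both groups with DESeq2. The versions of STAR, HOMER and DESeq2 are not given in the sources used here. The sample records name a stranded kit, and whether the counting used the strand is not given in the sources used here.

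The planned test was one for read counts. Since the values used here are RPKM, the test set out for that case was applied, limma 3.58.1 in R 4.3.3 with a trend of the spread on the mean and robust estimation, on log2(RPKM + 1). Genes with an RPKM of at least 0.5 in at least 3 libraries were tested, 12659 in all, and p-values were adjusted by the Benjamini-Hochberg method over these genes. A gene or list counts as past the threshold at an adjusted p under 0.05, and as at least 2-fold changed at a log2 fold change of at least 1 in size. Means and SDs are of RPKM over the 3 libraries of a group, and folds are ratios of these means. The procedure was tested on simulated data made from the means and spread of the 12659 genes with 200 genes changed. It recovered 12% of genes changed by 0.25 on the log2 scale, 70% at 0.5, 94% at 1 and 100% at 2, and 6 of its 144 calls were genes that had not been changed. Far more genes, 8664, were called in the real data, and the adjusted threshold is stricter when fewer genes change. These shares are therefore not the sensitivity of the real comparison.

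Gene lists were tested with camera of limma at a preset correlation of 0.01 between genes, and again with an estimated correlation, with fry and with Fisher's exact test of the genes at least 2-fold changed. Lists were written for the claims (integrated stress response, amino acid and folate metabolism, endoplasmic reticulum and mitochondrial unfolded protein responses, heat shock, HIF1α and Nrf2 targets, cytosolic and mitochondrial antioxidants, TCA cycle, respiratory complexes, ATP synthase, lipid breakdown, dicarboxylic acids, mitochondrial organization, thermogenesis, matrix and secreted hormones). Further lists covered tRNA synthetases, adipocyte genes, lipid and cholesterol synthesis, CoQ synthesis, eIF2α kinases, interferon, mitochondrial RNA, ribosomes, import and carriers, UCP1-independent thermogenesis, lysosomes, p53, the cell cycle, histones and markers of preadipocytes, macrophages, endothelium and muscle. A list of genes encoded in mitochondrial DNA was not analysed here.

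The genes to be named were those that the paper's text, Fig. 1B or Fig. 1C names for these cells, the 10 genes with the largest change in each direction, and for each list its core genes and the 2 members with the largest change in each direction. The largest changes were taken among genes past the threshold with a mean RPKM of at least 1 in the higher group, and those of the first kind also had groups that do not overlap. Other members of a list that are named were chosen after their values were seen. Of the genes chosen in this way, 195 were tested, and some of them are not reported here.

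Depth was estimated from the steps between low RPKM values and ran from 9420000 to 12300000 reads per library. Across genes, log2 values of libraries correlated with r from 0.992 to 0.993 within groups and from 0.911 to 0.917 between groups, where genes are not independent replicates. The alternatives were a pseudocount of 0.1, no filter on low values, the replicate number as a block and each library left out in turn. Alternatives added after the data were seen were a filter at an RPKM of 5, no robust estimation, libraries scaled to the same median, the authors' log2 values, the authors' p-values over the genes tested here and a test against a 2-fold change. The enrichment of motifs in promoters was not analysed here. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and gene positions come from GENCODE vM21.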

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

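The tests in this part were set beforehand, apart from what follows. The coefficient of variation of RPKM stands in for the biological coefficient of variation of a count model. Scaling the libraries to the same median was added after the results were seen.

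The paper's text does not discuss, for these cells, 11 further groups of genes that passed camera in limma, although Fig. 1A shows single members such as Coq8a, Npc1, Lss, Wars and S100a4, and Fig. EV1 was not used here. Each of these groups lost its call with an estimated correlation (adjusted p = 0.206 or 0.207). Cytosolic aminoacyl-tRNA synthetase genes rose, with 17 of 20 tested higher and 2 lower (median log2 fold change 0.90), led by Wars at 3.66-fold and Iars at 2.93-fold, the lower genes being Kars and Hars, whose calls were each lost under at least 1 alternative. Genes of cholesterol synthesis and uptake rose, with 15 of 24 higher and 3 lower (median 0.60): the synthase Lss was 4.72-fold and Msmo1 3.08-fold higher, while Mvk was 1.62-fold lower. Autophagy and lysosome genes rose, with 17 of 25 higher and 3 lower (median 0.51), and Npc1, which exports cholesterol from lysosomes, went from an RPKM of 8.03 ± 0.216 to 38.5 ± 1.05 (SD, n = 3 each).

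Genes of CoQ biosynthesis fell, with 8 of 13 lower and 3 higher (median −0.36). Coq8a, an atypical kinase of the pathway, fell from an RPKM of 53.7 ± 5.22 to 5.69 ± 0.588 (SD, n = 3 each) and Pdss1 was 4.0-fold lower, while Coq2, the target of 4CBA, was 1.42-fold higher. When the libraries were scaled to the same median, this CoQ list missed the threshold (adjusted p = 0.0593 from camera, against 0.0255 to 0.0499 in the other refits). Mitochondrial ribosomal protein genes fell, with 61 of 76 lower and 4 higher (median −0.47), as did genes of mitochondrial protein import (median −0.50) and of mitochondrial RNA synthesis and decay, with 11 of 16 lower and 1 higher (median −0.42). Cell cycle genes fell, with 16 of 22 lower and 3 higher (median −0.59): Cdc20 and Plk1, which act in mitosis, were 3.23-fold and 2.73-fold lower, whereas Mcm2 and Mcm3, which act in replication, were among the 3 higher genes. Replication-dependent histone genes, whose mRNAs mostly lack a poly(A) tail, had 10 of 13 tested lower, and 3 did not pass the test (median −0.88).

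General adipocyte genes fell (median log2 fold change −1.44), together with the thermogenic genes. A lower share of mature adipocytes with a higher share of preadipocytes would raise the markers of preadipocytes and fibroblasts and the matrix genes. Instead these had medians of −0.80 (quartiles −1.53 to −0.37) and −1.11 (quartiles −2.02 to −0.62), which argues against such a shift as the whole cause, although 2 of the markers, Twist2 and Gata2, rose. Of the 14 listed preadipocyte markers, the cells expressed 11 above the limit for testing, the most abundant in CTL being S100a4, which was 6.56-fold lower, and Vim, which had a log2 fold change of −0.64. A change in the expression program of the treated cells stays open, and no other biological explanation was tested.

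The number of genes past the threshold was 8664 with the real groups, and the highest of the other 9 splits of the 6 libraries called 1. Only 1 of 10 splits, the real one, called as many, and 10 splits cannot give a share under 0.1. The paper's methods describe pooled RNA, and libraries made from one pool may vary less than separate cultures. The median coefficient of variation within groups was 0.0478 (quartiles 0.0348 to 0.0632) over 1401 genes with a mean RPKM of at least 50. The rule set beforehand used the biological coefficient of variation of a count model. A value under 0.05 was taken as a sign of one pool and a value over 0.1 as a sign against it. The median within groups lies on the side of one pool, although it only stands in for that coefficient. No libraries known to come from separate cultures are at hand for comparison, so pooled and separate cultures cannot be told apart.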

How the results depend on the processing

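Tests added after the results were seen are the filter at an RPKM of 5, no robust estimation, scaling to the same median, the authors' log2 values, the authors' p-values and the test against a 2-fold change. Not run, since the values used here are not counts, were DESeq2, edgeR with other size factors or library totals, the quasi-likelihood fits and glmTreat, and the filter at 5 CPM, and the promoter motifs were not run for lack of a genome sequence here. Of 192 named genes past the threshold, 179 kept direction and call under all 14 alternatives and 13 lost the call under at least 1 of them, 10 when a library was left out. Many of these genes were named for their large change here, so their stability is partly built in. Of all 8664 genes called, 7747 kept direction and call with libraries scaled to the same median and 7693 with the authors' p-values. Of the 25 lists past camera, 23 stayed past it in all 14 refits.

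Leaving out each library in turn gave 4519 to 4727 genes higher and 3522 to 3719 lower, 690 to 705 at least 2-fold higher and 754 to 791 at least 2-fold lower. The count at least 2-fold lower, 760, moved to 1182 with a pseudocount of 0.1, which shrinks low genes less, and to 1324 with the authors' p-values and fold changes. A test against a 2-fold change, which asks for more than an estimate of that size, called 411 higher and 435 lower. The numbers of the replicates share only a number (correlations of −0.067, −0.033 and −0.027 between same-numbered libraries, and no library correlated best with its own number). With the replicate number as a block, 4765 genes were higher and 3734 lower, and the block changed the call of no list for a claim.

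With an estimated correlation in camera, the adjusted p rose to 0.206 for the integrated stress response, amino acid and folate, mitochondrial antioxidant, respiratory, ATP synthase and matrix lists and to 0.207 for the endoplasmic reticulum, mitochondrial unfolded protein, TCA, lipid breakdown and thermogenic lists. It was 0.219 for heat shock, 0.23 for mitochondrial organization and 0.551 for dicarboxylic acids. The estimate from 6 libraries is imprecise and was up to 0.519 among these lists, and the cause was not tested further. Fisher's exact test of genes at least 2-fold changed missed mitochondrial unfolded protein (0.946), heat shock (0.601), mitochondrial antioxidant (0.309) and mitochondrial organization genes (0.0809), since few of their members changed that much. With libraries scaled to the same median, dicarboxylic acids (median −0.61, adjusted p = 0.0633) were not called. Nrf2 targets passed without a filter (median 0.45, adjusted p = 0.033), with the authors' log2 values (0.447, adjusted p = 0.0377), by fry (1.87e-05) and by Fisher's test (0.0137). Cytosolic scavengers passed fry (0.0047), and secreted hormones passed with genes of earlier lists left out (median −1.93, adjusted p = 0.0153), by fry (3.55e-04) and by Fisher's test, which called them among the lower genes (8.19e-05) and also among the higher genes (0.00803), so the list moved both ways.

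Direction turned only in lists that were not called: HIF1α targets by fry (0.49), cytosolic scavengers when scaled (−0.022) or without genes of earlier lists (−0.33), secreted hormones at an RPKM of 5 (0.52), ribosomal proteins when scaled (−0.07) or with the authors' log2 values (−0.018), carriers without genes of earlier lists (0.02), and macrophage (−0.004) and muscle markers (0.007) without a filter. With 1 library left out, the median of the eIF2α kinase list ran from −0.035 to 0.034 (higher without 4CBA replicate 3), that of the ribosomal list from −0.019 (without 4CBA replicate 2) to 0.052, and that of the carriers from −0.022 to 0.023 (higher without CTL replicate 1 and, at 0.014, without 4CBA replicate 1). The cause was not tested. Depth limits the genes near an RPKM of 0.5. Simulated changes of 0.25 on the log2 scale were mostly missed, but only 200 genes were changed there, which makes the adjusted threshold stricter than in the real data.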

Differences from the paper's values

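The tests chosen only after the results were seen are those with the authors' p-values, the authors' log2 values, the scaling to the same median, the filter at an RPKM of 5, no robust estimation and the tally of Fig. 1A. Values of figures were read by eye from Fig. 1B and Fig. 1C, and names from Fig. 1A. Whether the deposited tables are those behind Fig. 1 is not settled, since the treatment time and the sequencing instrument in the paper are not those of the sample labels, so the differences below do not have to be differences in analysis.

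For Fgf21 the log2 fold change was 5.35, and the paper's is about 4.3 in Fig. 1C, read by eye. For Ucp1 it was −3.51, and the paper's is about −2.5 in Fig. 1C. For Ddit3 it was 1.39, against the paper's about 1.1 in Fig. 1C, and for Atf5 1.13, against the paper's about 0.8 in Fig. 1C. These 4 differ under all 9 alternatives set before the data were examined (pseudocount of 0.1, no filter, replicate block and each library left out) and under the 5 added later. No filter, the replicate block, the filter at an RPKM of 5 and no robust estimation leave these log2 fold changes as they are. Those alternatives therefore add nothing here. In the authors' deposited table the log2 fold changes of Fgf21, Ucp1, Ddit3 and Atf5 are 5.55, −4.09, 1.31 and 1.07. For Atf4 the value of 1.47 did not differ from that of Fig. 1C, except without 4CBA replicate 3 (1.53). The paper plots −log10 p of about 250 for Fgf21 in Fig. 1C and of about 20 for Ucp1 in Fig. 1C, where the authors' deposited table gives 97.3 for Fgf21 and 130.4 for Ucp1. For Atf4 the 164.2 in the authors' deposited table does not differ from the paper's about 160 in Fig. 1C.

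The log10 ratio of mean RPKM for Hspa5 was 0.39, and the paper's is about 0.6 in Fig. 1B, read by eye, which also differs in each of the 6 fits without a library. For Lonp1 the ratio of 0.27 does not differ from the paper's about 0.3 in Fig. 1B, nor in any of these 6 fits. The other alternatives set beforehand leave the mean RPKM as it is. Of 100 gene names read by eye from Fig. 1A, 98 were found in the authors' deposited table, where 68 meet the p-value limit of the legend, 30 are above it and 60 are among the top 50 of their direction by p. In the authors' deposited table 57 higher and 86 lower genes meet that limit in all. The 30 genes of Fig. 1A above it include Sparc, Timp2 and Tbrg1, which rank 186, 141 and 181 within their direction in the authors' deposited table.

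The paper states that components of the mitochondrial unfolded protein response were increased. Of 18 tested genes, 3 were higher (Lonp1, Hspa9 and Dnaja3) and 14 were lower, and of the genes shown in Fig. 1B Lonp1 rose while Hspd1, Hspe1, Clpp and Oma1 were lower by limma. Lists of mitochondrial ribosomal protein and import genes fell by a similar amount, so the decrease is not particular to this response. For Hspd1 and Clpp the paper's RT-qPCR differs between the 2 times (values in the next part). The paper also states that several mitochondrial chaperones were upregulated. Hspa9 and Dnaja3 were higher, while Hspd1, Hspe1, Trap1 and Grpel1 were lower.

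The paper states that genes of the HIF1α pathway were induced, and of 29 listed targets tested 10 were higher, among them Vegfa and Slc2a1, and 14 were lower. The list is not the paper's selection. The paper states the same of Nrf2 targets, of which 16 of 27 were higher. Camera missed that list (adjusted p = 0.0735 from limma), but it passed without a filter, by fry and by Fisher's exact test, and with the authors' log2 values (chosen after the values were seen). The paper states that cytosolic ROS scavengers and glutathione synthesis were upregulated. Of 16 listed genes 8 were higher, including Gclc, Gclm, Gss and Txnrd1, and 7 were lower. Camera missed this list (adjusted p = 0.772 from limma) and fry passed it as higher. Fry does not compare a list with other genes and called 33 of the 38 lists, so its pass says little here and for the Nrf2 targets.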

Other observations

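The comparison with the paper's RT-qPCR in this part was chosen only after the results were seen.

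Several further groups, none past camera in limma before alternatives were tried, held single genes with large changes. Among 7 genes of eIF2α kinases and phosphatases, 3 were higher and 1 was lower (median −0.04, mean 0.53). Eif2ak2, which encodes PKR, fell from an RPKM of 14.9 ± 1.67 to 10.8 ± 0.222 (SD, n = 3 each), Eif2ak4 (GCN2) was 1.28-fold higher, and the genes of PERK (Eif2ak3) and HRI (Eif2ak1) did not pass the test, although Eif2ak1 was called lower (−0.17) when the libraries were scaled to the same median. Of 18 interferon-stimulated and double-stranded RNA sensing genes, 4 were higher and 9 were lower (median −0.27): Ifit1 was 2.39-fold lower, and Adar was 1.97-fold and Ifi44 4.53-fold higher. Fatty acid and triglyceride synthesis genes had 5 of 20 higher and 11 lower (median −0.28), with Fads3 rising 5.79-fold and Thrsp falling 12.2-fold. This list missed camera (adjusted p = 0.0717 from limma), but its adjusted p ran from 0.028 to 0.199 in refits, so the call depends on the processing. Of 9 genes of UCP1-independent thermogenesis 3 were higher and 6 lower (median −0.32), with the creatine transporter gene Slc6a8 at 1.96-fold higher and the phosphatase gene Alpl at 4.20-fold lower. Gatm, of creatine synthesis, and Ryr2 were below the limit for testing.

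Mitochondrial carrier genes were split, with 14 of 39 higher and 13 lower (median −0.01): the glutamate carrier gene Slc25a22 was 2.89-fold higher and the adenine nucleotide carrier gene Slc25a5 was 2.20-fold lower. Of 14 p53 targets 9 were higher and 3 lower (median 0.36), with Tnfrsf10b, also in the stress response list, at 2.86-fold higher. Of 78 cytosolic ribosomal protein genes, many of which have pseudogenes that take reads, 16 were higher and 15 lower (median 0.03), and this median turned to −0.07 when the libraries were scaled to the same median. Of 12 macrophage markers 2 were tested: Cd68 rose and Cd14 had a log2 fold change of −0.08. Of 13 muscle markers 4 were tested (median −0.16): Mb fell, Acta1 was 16.0-fold higher from a low level, and Des and Mylpf did not pass the test. Egfl7 was the only endothelial marker tested and was 1.52-fold higher.

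A hypothesis for the differences from Fig. 1 is that the 6 libraries hold cells treated for 48 h rather than 24 h. For 12 genes the paper's source values give RT-qPCR folds in the same cells at both times. The root mean square difference in log2 fold between the libraries and the paper's RT-qPCR was 0.525 at 48 h and 0.75 at 24 h, and 8 genes lay closer to 48 h and 4 closer to 24 h (exact permutation test, two-sided, p = 0.121). The libraries may hold either time, and this test does not tell them apart. For Fgf21 the libraries gave 49.2-fold, against the paper's 25.5-fold at 24 h and 59.3-fold at 48 h, and for Psat1 they gave 1.75-fold, against the paper's 1.02-fold and 0.818-fold. For Hspd1 the libraries gave a ratio of 0.729, against the paper's 1.79 at 24 h and 0.958 at 48 h, and for Clpp they gave 0.867, against the paper's 1.89 and 1.27.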
